# *Dgcr8* deletion in the primitive heart uncovered novel microRNA regulating the balance of cardiac-vascular gene program

**DOI:** 10.1007/s13238-018-0572-1

**Published:** 2018-08-20

**Authors:** Xi Chen, Lin Wang, Rujin Huang, Hui Qiu, Peizhe Wang, Daren Wu, Yonglin Zhu, Jia Ming, Yangming Wang, Jianbin Wang, Jie Na

**Keywords:** microRNA, *Dgcr8*, Cardiovascular progenitor cells, miRNA-541, Single cell RNA sequencing

## Abstract

Primitive mammalian heart transforms from a single tube to a four-chambered muscular organ during a short developmental window. We found that knocking out global microRNA by deleting *Dgcr8* microprocessor in *Mesp1* cardiovascular progenitor cells lead to the formation of extremely dilated and enlarged heart due to defective cardiomyocyte (CM) differentiation. Transcriptome analysis revealed unusual upregulation of vascular gene expression in *Dgcr8* cKO hearts. Single cell RNA sequencing study further confirmed the increase of angiogenesis genes in single *Dgcr8* cKO CM. We also performed global microRNA profiling of E9.5 heart for the first time, and identified that miR-541 was transiently highly expressed in E9.5 hearts. Interestingly, introducing miR-541 back into microRNA-free CMs partially rescued their defects, downregulated angiogenesis genes and significantly upregulated cardiac genes. Moreover, miR-541 can target *Ctgf* and inhibit endothelial function. Our results suggest that microRNAs are required to suppress abnormal angiogenesis gene program to maintain CM differentiation.

**Electronic supplementary material:**

The online version of this article (10.1007/s13238-018-0572-1) contains supplementary material, which is available to authorized users.

## Introduction

The heart is one of the first functional organs to form during mammalian development and is composed of multiple cell types, including cardiomyocytes (CMs), endothelial cells (ECs), smooth muscle cells (SMCs) and mesenchymal cells (MCs) such as fibroblasts (Buckingham et al., 2005; Xin et al., 2013). The cardiac progenitor cells (CPCs) of the first and second heart field converge in the cardiac crescent in E7.5 mouse embryos. Fusion of the cardiac crescent at the midline formed the early cardiac tube at E8.0. The heart tube undergoes looping at E8.5, and the atria and ventricle become morphologically distinct at E9.5 (Buckingham et al., 2005; DeLaughter et al., 2016). Due to small size and *in vivo* development of the early mammalian embryo, the function of microRNAs during this important window was poorly understood. MicroRNAs (miRNAs) are small non-coding RNAs with an average length of ~22 nucleotides that negatively regulate the stability and translation of mRNA transcripts (Ambros, 2004; Lewis et al., 2005; Srivastava, 2006). During heart development, many miRNAs, such as miR-1 and miR-133, have been shown to control CM maturation and function (Heidersbach et al., 2013; Ivey et al., 2008; Liu and Olson, 2010). Despite their interesting functions, knocking-out individual miRNA in mice rarely caused lethality (Liu and Olson, 2010), and very few showed severe phenotype at early embryonic stages possibly due to that miRNAs often function redundantly and exist at saturating levels (Wang et al., 2008b).

Knocking-out key miRNA processing proteins such as DGCR8 has been used to study the functions of global miRNAs (Wang et al., 2007). The two double-stranded RNA binding domains (dsRBDs) of DGCR8 recognize primary miRNAs (pri-miRNAs) (Han et al., 2006), while the conserved C terminus interacts with Drosha to form the microprocessor. The pri-miRNAs were processed by microprocessor into short hairpins, named pre-miRNA, which subsequently exported into cytoplasm, and processed by Dicer into double-stranded mature miRNAs (Wang et al., 2007). *Dgcr8* conditional knock-out (cKO) in muscle cells lead to dilated cardiomyopathy and postnatal lethality, indicating that global miRNAs were essential for normal CM function (Rao et al., 2009). We reason that deletion of *Dgcr8* at the beginning of heart formation could reveal functions of global miRNAs during this important window of development, and provide a sensitive system to study the role of individual microRNA enriched in the early heart. Many microRNA loss-of-function studies conducted in embryo systems appeared to cause mild or even no phenotype, but careful study revealed increase in variation or reduced robustness of the biological process (Cassidy et al., 2016; Ebert and Sharp, 2012; Kasper et al., 2017). Recent advance in single cell RNA-sequencing technology makes it possible to measure global gene expression in every cell of an organ. This greatly facilitated the identification of the affected cell type by a gene mutation and the associated transcriptome changes (DeLaughter et al., 2016; Lescroart et al., 2018; Li et al., 2016; Liu et al., 2017; Zhou et al., 2016). In this study, we crossed mice carrying floxed *Dgcr8* alleles with transgenic mice in which the CRE recombinase was driven by early cardiovascular progenitor cell marker gene *Mesp1*. *Dgcr8* cKO embryos showed severe cardiac defect at E9.5. Global transcriptome and miRNA profiling revealed that without miRNAs, cardiac genes were downregulated but vascular genes were upregulated in the E9.5 hearts. Using single cell RNA-sequencing, we discovered significant upregulation of cell adhesion, glycolysis and angiogenesis genes that may explain the defect in cKO CMs. We identified that miR-541 was highly expressed in E9.5 hearts and was a strong repressor of angiogenesis. MiR-541 can also promote CM differentiation from pluripotent stem cells. These results provided new insights about the development of nascent myocardial cells *in vivo* and uncovered novel function of miRNA-541, that can potentially be useful to treat blood vessel hyperplasia diseases and pathological cardiac remodeling.

## Results

### *Dgcr8* deletion in *Mesp1* cardiovascular progenitor cells lead to severely dilated heart and embryonic lethality

*Mesp1* is the earliest cardiac progenitor marker (Bondue et al., 2011; Saga et al., 1999). We generated mice with *Mesp1* progeny cell-specific deletion of *Dgcr8* gene, by crossing *Mesp1*^*Cre*/+^ mice (Saga et al., 1999) with floxed *Dgcr8* mice (Wang et al., 2007). To monitor the *Dgcr8* cKO cells in the early embryo, we also generated *Dgcr8*^*loxP*/*loxP*^; *ROSA26*^*mTmG*/*mTmG*^ mice, upon crossing with *Mesp1*^*Cre*/+^*Dgcr8*^*loxP*/+^ mice, the CRE recombinase in *Mesp1* cells will excise the floxed tdTomato, thus permit the expression of EGFP in *Mesp1* progenies. In E7.5 embryos, both the cardiac crescent and yolk sac were strongly GFP positive. Subsequently, the GFP positive cells formed the heart tube. From E8.5, the entire heart tube was strongly GFP positive. By E10.5, the heart tube formed well-defined chambers (Buckingham et al., 2005), which consisted almost entirely of GFP cells (Fig. S1A and S1B). *Mesp1*^*Cre*/+^*Dgcr8*^*loxP*/*loxP*^ homozygous embryos survived at normal Mendelian ratios before E9.5, however, the number of embryos declined dramatically between E9.5 and E10.5, and no such embryos could be recovered beyond E11.5 (Fig. 1A). To find out the cause for embryonic lethality, *Mesp1*^*Cre*/+^*Dgcr8*^*loxP*/*loxP*^ embryos were obtained at different stages (Fig. S1B). At E9.5, *Mesp1*^*Cre*/+^*Dgcr8*^*loxP*/*loxP*^ embryos were much smaller in size, with markedly enlarged heart compared to *Mesp1*^*Cre*/+^*Dgcr8*^*loxp*/+^ embryos (Fig. 1B, Movies S1 and S2). Haematoxylin and eosin (HE) staining of embryo section revealed that the ventricular wall was significantly thinner in *Mesp1*^*Cre*/+^*Dgcr8*^*loxP*/*loxP*^ (hereafter referred to as *Dgcr8* cKO) embryos compared to control (*Dgcr8*^*loxP*/*loxP*^) embryos, the endocardium was present (Fig. 1C). Immunostaining showed that there was no significant difference in the number of Troponin T positive (cTnT^+^) cells between control and *Dgcr8* cKO embryos (Fig. 1D and 1E) in E8.5 heart tubes. However, by E9.5, the number of cTnT^+^ cell on the *Dgcr8* cKO heart section decreased 35.69%, and there were significantly fewer (~ 55.74%) dividing cells as marked by the Phospho-H3S10 staining (Fig. 1D and 1F).

**Figure 1:**
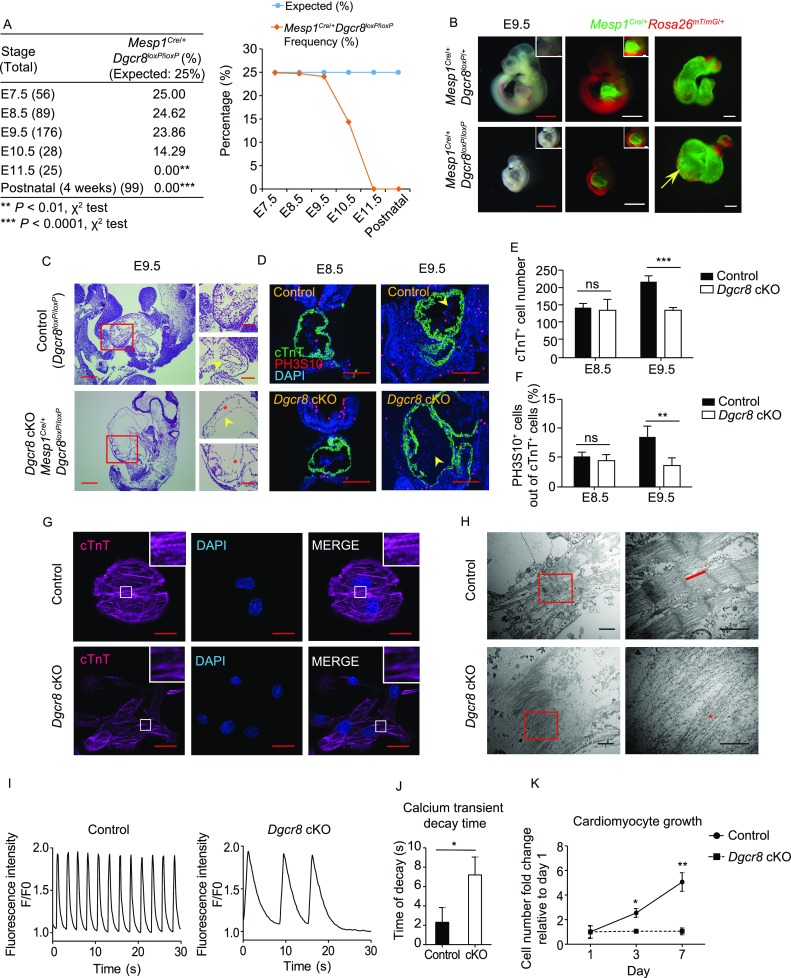
Deletion of *Dgcr8* in *Mesp1* progeny cells lead to embryonic lethality, heart dilation at E9.5 and defective CMs. (A) Number and percentage of *Mesp1*^*Cre*/+^; *Dgcr8*^*loxP*/*loxP*^ embryos recovered from E7.5 to postnatal stages. No *Mesp1*^*Cre*/+^*Dgcr8*^*loxP*/*loxP*^ embryos were recovered after E11.5. **P < 0.01, ***P < 0.0001. (B) E9.5 *Mesp1*^*Cre*/+^*Dgcr8*^*loxP*/+^; *Rosa26*^*mT*/*mG*/+^ (*n* = 42) and *Mesp1*^*Cre*/+^*Dgcr8*^*loxP*/*loxP*^; *Rosa26*^*mT*/*mG*/+^ (*n* = 53) embryos. Scale bar: 1 mm. Insert image scale bar: 200 μm. Right panels, dissected heart tubes, the arrow highlights the significant dilated heart of *Mesp1*^*Cre*/+^*Dgcr8*^*loxP*/*loxP*^ embryo. Scale bar: 100 μm. See also Movies S1 and S2. (C) H&E staining of E9.5 control (*Dgcr8*^*loxP*/*loxP*^) and *Dgcr8*-cKO (*Mesp1*^*Cre*/+^*Dgcr8*^*loxP*/*loxP*^) embryo sagittal sections. Stars indicate very thin ventricle walls. Arrow head indicated endocardium in the inner layer of the heart tube. Scale bar: 200 μm. (D) Immunostaining of cTnT (green) and PH3S10 (red) in E8.5 and E9.5 heart sections from control and *Mesp1*^*Cre/+*^; *Dgcr8*^*loxP/loxP*^ embryos. Arrow head indicated endocardium in the inner layer of the heart tube. DNA stained with DAPI (blue). Scale bar: 100 μm. (E) Quantification of cTnT^+^ cells on E8.5 and E9.5 heart sections from control and *Mesp1*^*Cre*/+^; *Dgcr8*^*loxP*/*loxP*^ embryos. Error bars represent s.e.m. (*n* = 3 embryos, 6 sections per embryo). Student’s unpaired t-test was used to determine statistical significance: ***P < 0.0001. (F) Quantification of PH3S10^+^/cTnT^+^ cell ratio on E8.5 and E9.5 heart sections from control and *Mesp1*^*Cre*/+^; *Dgcr8*^*loxP*/*loxP*^ embryos. Error bars represent s.e.m. (*n* = 3 embryos, 6 sections per embryo). Student’s unpaired *t*-test was used to determine statistical significance: **P < 0.01. (G) Immunofluorescence of sarcomere structure in dissociated CMs from E9.5 control and *Mesp1*^*Cre*/+^; *Dgcr8*^*loxP*/*loxP*^ embryos with cTnT antibody (pink). DAPI (blue) indicates nuclei. Scale bar: 50 μm. (H) TEM images showing sarcomere ultrastructure in CMs from E9.5 control and *Mesp1*^*Cre*/+^; *Dgcr8*^*loxP*/*loxP*^ embryos after 24 h culture *in vitro*. Distance between Z-lines is indicated with red lines. Disorganized sarcomeres are indicated by *. Scale bar: 2 μm. Insert image scale bar: 1 μm. (I) Quantification of Fluo-4 AM fluorescence intensity from control and *Mesp1*^*Cre*/+^; *Dgcr8*^*loxP*/*loxP*^ CMs isolated at E9.5. See also Movies S3 and S4. The fluorescence intensity of Ca^2+^ transients relative to diastolic fluorescence (F0) showed similar peak amplitudes but apparent differences in duration due to the slow contraction rhythm of the cKO CMs. (J) Mean durations of Ca^2+^-dependent Fluo-4 fluorescence transients plotted for control and *Mesp1*^*Cre*/+^; *Dgcr8*^*loxP*/*loxP*^ CMs. Data represent mean ± s.e.m. from three biological repeats. *P < 0.05. (K) Cell number of CMs from control and *Mesp1*^*Cre*/+^; *Dgcr8*^*loxP*/*loxP*^ embryonic hearts at day 1, 3 and 7 in the *in vitro* culture system. Data represent mean ± s.e.m. from three biological repeats. *P < 0.05, **P < 0.01, when compared to day 1 using Student’s unpaired *t*-test

To determine the cellular basis of the heart defect, E9.5 hearts from control and *Dgcr8* cKO embryos were dissected and dissociated into very small clusters, and cultured in a chemically defined medium, referred to as *in vitro* CMs culture medium (IVCC medium) supplemented with bFGF (4 ng/mL). Both control and *Dgcr8* cKO CMs attached well to the culture plate and kept beating after 24 h. Then they were fixed and stained for Troponin T (cTnT). Compared to the control CMs, *Dgcr8* cKO cells had poorly organized sarcomere structure (Fig. 1G). Transmission electron microscopy (TEM) images showed that *Dgcr8* null CMs contained only nascent myofibrils, while no clear Z-line could be observed. In contrast, mature Z lines and I bands were evident in control CMs (Fig. 1H). We also treated CMs with a Ca^2+^-sensitive dye, Fluo-4 AM to study the calcium handling ability of cKO cells. The rising slope and time to peak of Fluo-4 AM fluorescence were significantly different between the control and *Dgcr8* cKO CMs (Fig. 1I). Strong, rhythmic calcium influx was observed in control group (Fig. 1I and Movie S3). In contrast, in *Dgcr8* cKO group, the calcium transient had irregular rhythm, slower excitation cycle and longer decay time, suggesting decreased Ca^2+^ clearance from the cytosol and contractility (Fig. 1I, 1J and Movie S4). Finally, we analyzed proliferation ability of *Dgcr8* cKO CMs. Dissociated small cell clusters were cultured in IVCC medium with bFGF for 7 days. Cells were fixed and immunostained for cTnT on day 1, 3 and 7. CM numbers of each group were counted. By day 3 and day 7, the CM number in control group increased approximately 2.54 and 5.06 folds compared to day 1, respectively. While in *Dgcr8* cKO group, the cell number stayed the same after 7 days (Fig. 1K).

Taken together, above analysis clearly demonstrated that E9.5 *Dgcr8* cKO CMs had disrupted sarcomere structure, abnormal calcium transient and proliferation defect.

### Global gene expression profiling revealed that *Dgcr8* cKO embryonic heart cells had strong vascular signature

To find out the molecular mechanism underlying the defects in *Dgcr8* cKO embryonic heart, we isolated E8.5 and E9.5 hearts from control (*Dgcr8*^*loxP*^^/^^*loxP*^; *Rosa26*^*mT*/*mG*/+^) and *Dgcr8* cKO (*Mesp1*^*Cre*/+^*Dgcr8*^*loxP*/*loxP*^; *Rosa26*^*mT*/*mG*/+^) embryos, performed high-throughput RNA-sequencing and analyzed the changes in global gene expression. 810 genes were significantly differentially expressed (41 up and 769 down) in the E8.5 cKO heart tube compared with control heart tube (Fig. S2A). Q-PCR results showed that the levels of *Dgcr8* and key cardiac genes *Gata4*, *Nkx2–5*, *Tnni3* have not been significantly downregulated at this stage, but the expression of *Cxcr4* and *Pdgfra,* which are markers of mesoderm progenitor cells, were elevated (Fig. S2B). The presence of *Dgcr8* transcripts in E8.5 hearts suggested that there will be remaining miRNAs (Fig. S2B), which explained the lack of obvious phenotype and small change in gene expression at this stage.

By E9.5, 857 genes were upregulated and 1,080 genes were downregulated in the *Dgcr8* cKO hearts (Fig. 2A). Interestingly, gene ontology (GO) enrichment analysis showed that genes involved in angiogenesis, metabolic process and apoptosis were upregulated (Fig. 2B and Table S2A), meanwhile, genes involved in RNA splicing, cell cycle, DNA replication, BMP4 signaling and heart development were downregulated (Fig. 2C and Table S2B). Heatmaps of genes in significantly up or downregulated GO class were listed in Fig. S2C. At E9.5, *Dgcr8* transcript level decreased markedly (Fig. 2C). The downregulation of cardiac genes, *Gata4*, *Tnni3*, *Tbx5*, *Isl1*, *Hand1*, and up-regulation of angiogenesis genes, *Pecam1*, *Ctgf*, *Sox17*, *Ecscr*, *Acvrl*, were also confirmed by q-PCR (Fig. 2D). Principle component analysis (PCA) showed that the transcriptome of E9.5 control and *Dgcr8* cKO hearts separated more far apart than that of E8.5 control and *Dgcr8* cKO hearts (Fig. 2E). Similar to the results of GO analysis, gene set enrichment analysis (GSEA) coupled with the pathway gene set data of Kyoto encyclopedia of genes and genomes (KEGG) showed enhanced gene expression related to vascular smooth muscle contraction and glycolysis in *Dgcr8* cKO group, while genes involved in spliceosome and DNA replication pathways decreased (*P* < 0.05, FDR < 0.25; Fig. S2D, Tables S4A and S4B). These results suggest that miRNA played important roles in vascular gene program repression.

**Figure 2:**
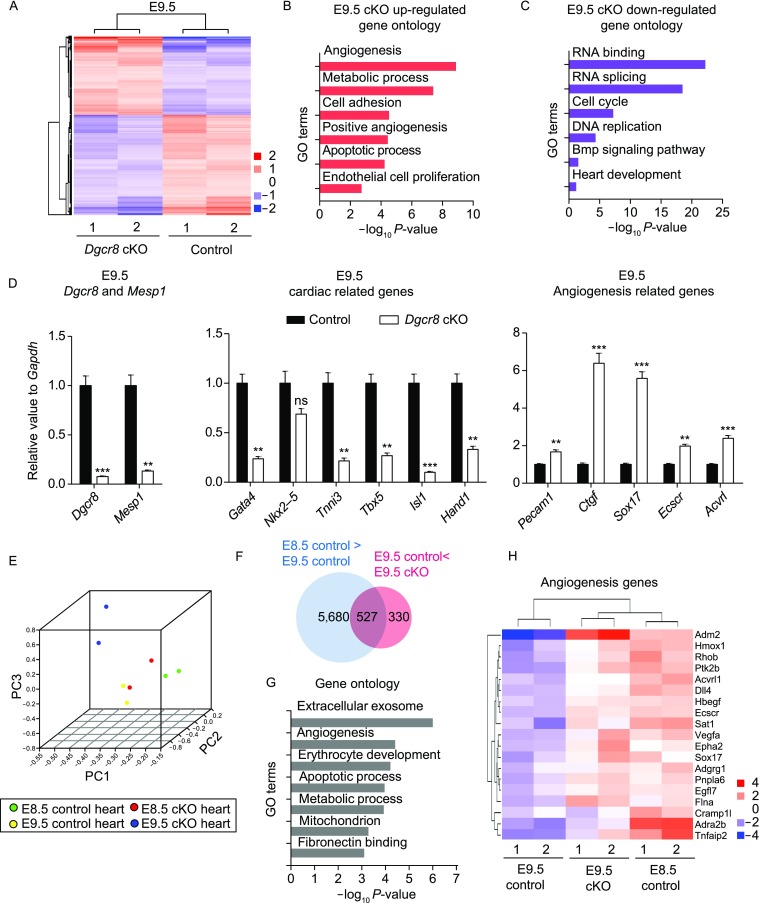
RNA high-throughput sequencing analysis of control and *Dgcr8* cKO mouse embryonic hearts at E8.5 and E9.5. (A) Heatmap showing differentially expressed genes between control (*Dgcr8*^*loxP*/*loxP*^; *Rosa26*^*mT*/*mG*/+^) and *Dgcr8* cKO (*Mesp1*^*Cre*/+^*Dgcr8*^*loxP*/*loxP*^; *Rosa26*^*mT*/*mG*/+^) hearts at E9.5. Values represent normalized mean centered log_2_ of FPKM for each sample. Higher expressed genes in red, lower expressed genes in blue (*n* = 2). (B and C) GO analysis of upregulated and downregulated genes in E9.5 *Dgcr8* cKO hearts. (D) Q-PCR quantification of expression level of *Dgcr8* and *Mesp1*, cardiac marker genes, and angiogenesis genes in E9.5 embryonic hearts. Data represent mean ± s.e.m. from three biological repeats. Student’s *t* test was used to determine statistical significance: **P < 0.01, ***P < 0.0001. (E) Principle component analysis (PCA) of genes expressed in E8.5 and E9.5 control and *Dgcr8* cKO hearts. (F) Venn diagram showing 527 genes were downregulated from E8.5 to E9.5 in the heart, but became upregulated in E9.5 *Dgcr8* cKO hearts compared with control hearts. (G) Gene Ontology analysis of 527 overlapped genes in (F). (H) Expression heatmap of angiogenesis genes that downregulated from E8.5 to E9.5 in the control hearts, but upregulated in E9.5 *Dgcr8* cKO hearts compared with E9.5 control. Values represent normalized mean centered log_2_ of FPKM for each sample

In the control hearts, 6,207 genes were downregulated at least 1.5-fold from E8.5 to E9.5. Among them, 527 genes were upregulated more than 1.5-fold in E9.5 *Dgcr8* cKO hearts. These genes are likely to be repressed by miRNAs (Fig. 2F). The top GO categories associated with these 527 genes including angiogenesis and erythrocyte development, which were related to vascular development (Fig. 2G and Table S2C). The expression of several well-known positive regulators of angiogenesis such as *Egfl7*, *Sox17*, *Vegfα* and *Ctgf*, were significantly upregulated in E9.5 *Dgcr8* cKO hearts, indicating that they were highly likely to be targets of miRNAs at this stage (Fig. 2H). Sum together, the abnormal transcriptome of E9.5 *Dgcr8* cKO hearts was in accordance with the phenotype of the severely dilated and dysfunctional mutant heart.

### Single cell analysis of Dgcr8 cKO CMs revealed derepression of angiogenesis genes

The upregulation of angiogenesis genes in E9.5 *Dgcr8* cKO hearts may attribute to two reasons: the derepression of vascular related genes in *Dgcr8* cKO CMs, or the increase of EC proportion in the cKO heart. To distinguish between these two possibilities, we performed single cell RNA-seq of cKO and control hearts. We used homozygous *Dgcr8*^*loxp*/*loxp*^*; ROSA26*^*mT*/*mG*/+^, without any Cre alleles as control. The tdTomato fluorescence of the control group could be a marker to estimate the single cell sequencing quality in the following step, and the phenotypes of the control mice were normal from embryonic stages to adult.

The ventricular part of control and cKO E9.5 hearts were dissected and digested into single cell suspension. 96 single cells of each genotype were manually picked, followed by RNA-seq library construction and high-throughput sequencing (Fig. 3A). We obtained 76 high-quality single cell libraries from control and cKO ventricles respectively and there was no batch effect between two sequencing experiments (Fig. S3A, S3C and Table S3A). To determine whether the cells were progeny of Mesp1 in the cKO group, we included GFP and tdTomato sequences in the reference genome for mapping and expression level quantification (Showell and Conlon, 2007). Among 76 cKO single cells, high GFP and low tdTomato cells were destined to be Mesp1 progeny cells, while 7 low GFP and high tdTomato cells were considered to be control cells that had not expressed Mesp1-Cre. In 76 control single cells, 2 high GFP and low tdTomato cells were considered not to be control cells. These 9 cells with abnormal reporter gene expression were excluded from the following comparative analysis (Fig. S3B and Table S3A).

**Figure 3:**
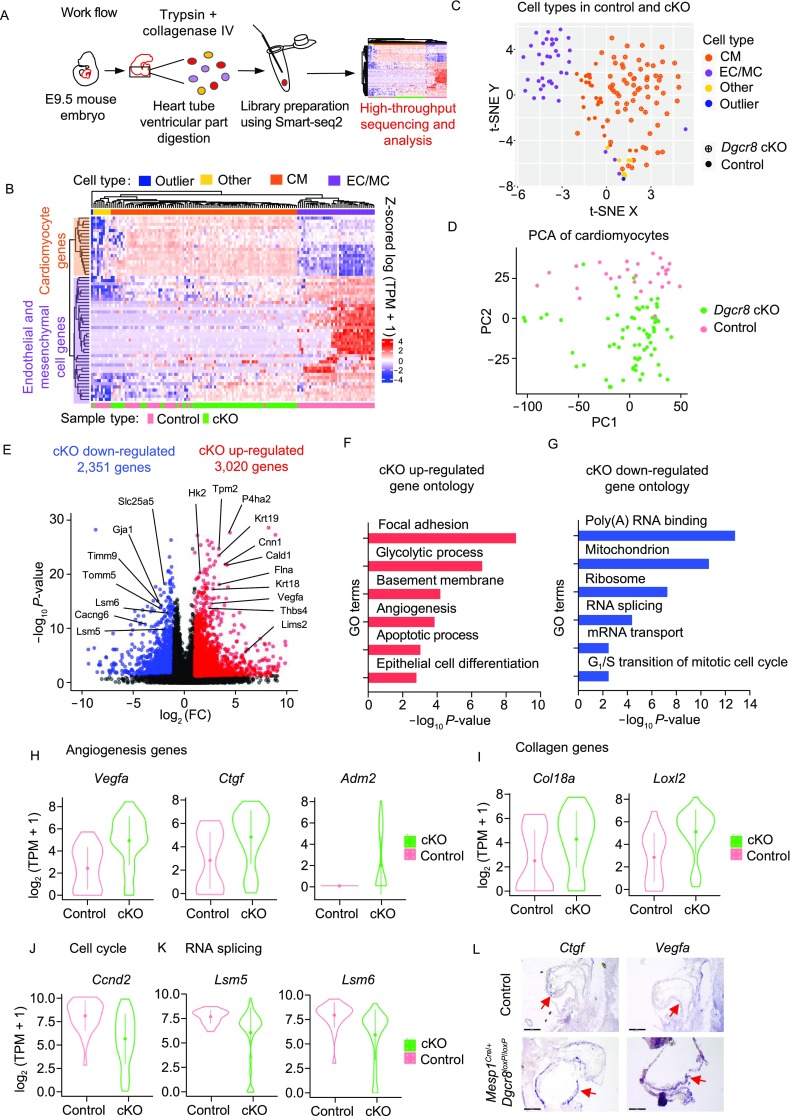
Single-cell high-throughput sequencing analysis of E9.5 control and Dgcr8 cKO Heart. (A) Workflow for single cell RNA sequencing experiment. (B) Hierarchical clustering identified different cell types in cKO (*Mesp1*^*Cre*/+^*Dgcr8* ^*loxP*/*loxP*^; *Rosa26*^*mT*/*mG*/+^) and control (*Dgcr8*^*loxP*/*loxP*^; *Rosa26*^*mT*/*mG*/+^) single cells. CM, Cardiomyocyte; EC/MC, Endothelial/mesenchymal. (C) t-SNE plots of all cells in cKO and control group. Color and shape labeling indicate assigned cell type for each single cell. (D) PCA graph of 96 single CMs (28 control cells and 68 cKO cells). (E) Volcano plot showing genes significantly up and downregulated in cKO single CMs compared to control CMs. Fold-change (cKO/control) were calculated using mean expression level of genes in each genotype. *P*-values were obtained by Mann-Whitney-Wilcoxon rank-sum test. Red dots represented significantly upregulated genes (*P* < 0.05 and log_2_(fold-change) > 0.6), while blue dots represented significantly downregulated genes (*P* < 0.05 and log_2_(fold-change) < − 0.6). (F and G) GO analysis of significantly upregulated and downregulated genes in E9.5 cKO single CMs compared to control CMs. (H–K) Violin plot showing the expression levels of representative genes in important GOs, angiogenesis genes (H), collagen genes (I), cell cycle genes (J), and RNA splicing genes (K), x axis: control or cKO group, y axis: log_2_(TPM + 1). (L) RNA *In situ* hybridization of angiogenesis genes *Vegfa* and *Ctgf* in NC and cKO hearts. Arrow highlights gene expression. Scale bar: 500 μm

We first separated CM, EC/MC and other cell types based on lineage markers used in published studies (Li et al., 2016). 28 cells from the control group and 68 cells from the cKO group were characterized to be CMs (Fig. 3B and 3C and Table S3B). Heatmap and PCA graph showed that most single cKO CMs could be clearly separated from control CMs (Fig. 3D). Volcano plot revealed that 3,020 and 2,351 genes were significantly up and downregulated in single cKO CM cells compared with single control CMs (Fig. 3E), based on the Mann-Whitney-Wilcoxon rank-sum test (Table S3C). Among them, genes that were also differentially expressed in bulk RNA sequencing (FC < 1.5, *P* < 0.05) were listed in Table S3F. Upregulated genes in single cKO CMs were enriched in GO class of focal adhesion, glycolysis process, angiogenesis and epithelial cell differentiation (Fig. 3F, Table S3D and S3G). Notably, 15 angiogenesis genes were in this class, including *Anxa2*, *Ctgf*, *Pecam1*, *Vegfa*, *Adm2*, *Flna*, *Hspg2*, *Rhob*, etc. (Fig. S3D and Table S3I). Downregulated genes were predominantly classified in GO class of polyA RNA binding, mitochondrion, ribosome and RNA splicing (Figs. 3G, S3D, Table S3E, S3H and S3J). The GO enrichment analysis of differentially expressed genes in single CMs was similar with those in the bulk RNA-seq data (Fig. 2B and 2C). We selected representative genes from each GO class to shown as violin plots (Fig. 3H and 3I). For example, *Vegfa* and *Ctgf* were important angiogenesis genes normally lowly expressed in CMs but enriched in ECs and mesenchymal cells, their expression level increased significantly (Fig. 3H). RNA *in situ* hybridization also confirmed their upregulation in the cKO heart (Fig. 3L). *Adm2* was not detectable in ventricular control CMs, but highly expressed in cKO CMs (Fig. 3H). Sum above, our single cell RNA-seq analysis clearly demonstrated that the profound dysregulation of gene expression in *Dgcr8* cKO CMs could well be the principle cause of the dramatically dilated heart tube, and the abnormal increase of angiogenesis genes reflected a dramatic shift in gene expression program in microRNA-free CMs.

### MiRNA profiling of E9.5 embryonic heart

To discover miRNAs might be responsible for the phenotype of *Dgcr8* cKO hearts, we performed miRNA sequencing of E9.5 wildtype (WT) hearts. 

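Small RNA of E9.5 WT hearts was sequenced in 2 replicates on HiSeq2500 with single-end reads of 50 nt, and the authors mapped clean reads to mouse genome mm9 with miRDeep2, a program that scores the reads on each miRNA hairpin. The deposited values are raw read counts without normalization, given for each precursor of a known miRNA (called an entry here). For every entry they give all reads on the precursor and the reads on its mature, loop and star parts, the star part being the arm opposite the mature miRNA. Replicate 1 listed 568 entries with 4942257 mature, 783 loop and 124128 star reads. Replicate 2 listed 523 entries with 4806179 mature, 754 loop and 132103 star reads. Entries of the replicates were paired by position on the same strand, which gave 620 entries, of which 471 were listed in both replicates, 97 only in replicate 1 and 52 only in replicate 2. An entry missing from a replicate was taken as not listed and got no value there, and sums over several entries add those listed in each replicate. In total, 422 entries had at least 10 mature reads in both replicates, and raising the minimum to 100 reads left 305. The abundance of a miRNA is given as its share of all mature reads of a replicate, as mean ± SD over the 2 replicates. A floor of 3 reads was set for a share to count as detected, which is 6.07e-05% of the mature reads of replicate 1 and 6.24e-05% of those of replicate 2, and some listed entries with 1 or 2 reads lie below it. Several entries can have the same mature sequence, and with each mature sequence counted once, by its highest entry, the mature reads fell to 3618256 in replicate 1 and 3499739 in replicate 2. Some of these entries overlap at 1 locus and hold the same mature bases, as both miR-381-3p entries do, so the totals can count a read more than once. The replicates were compared with each other by an exact binomial test per entry with Benjamini-Hochberg adjustment, on the 431 entries listed in both with at least 20 mature reads in sum. Of these, 177 differed at an adjusted p of 0.05, 119 with a higher share in replicate 2 and 58 with a higher share in replicate 1. The spread between the replicates was larger than sampling noise (chi-square 40020.8 with 430 degrees of freedom), and edgeR's common dispersion gave a biological coefficient of variation of 15.2%. The differences were small at the median, with an absolute log2 ratio of 0.19. They were larger in some entries, such as miR-1931 at a log2 ratio of 3.88 (15 and 215 mature reads). In 5 of the 431 entries miRDeep2 had taken opposite arms of the precursor as the mature part in the replicates, so that their mature reads compare different sequences. This was seen only after the tests had been run, and without these entries 175 of 426 differed, with a biological coefficient of variation of 15.1%. They include miR-125b-3p and miR-27a-3p, which had 1204 and 3482 mature reads in replicate 1, against 1183 and 3222 reads of the same arm, listed as star reads, in replicate 2. With the arm held the same, the log2 ratio of replicate 2 over replicate 1 was 0.015 for miR-125b-3p and -0.072 for miR-27a-3p. Among the 185 entries with the same mature arm and at least 1000 mature reads in both replicates, the largest difference was that of miR-665-3p, at a log2 ratio of 0.571 (adjusted p = 9.7e-22, exact binomial test). It was followed by miR-574-5p at 0.517 (adjusted p = 3.2e-20, same exact test) and miR-351-5p at 0.512, with a p-value too small to be computed. The minimum in both replicates leaves out entries that fall below it in 1 of them, such as miR-184-3p with 3742 and 530 mature reads. The number of entries that differ moved most with each mature sequence counted once, to 137 of 350. With DESeq2's size factors in place of the totals of mature reads, 179 entries differed. Of these, 82 had a higher share of all mature reads in replicate 2 and 97 in replicate 1. Their directions under the size factors themselves were not counted.

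**Figure D1:**
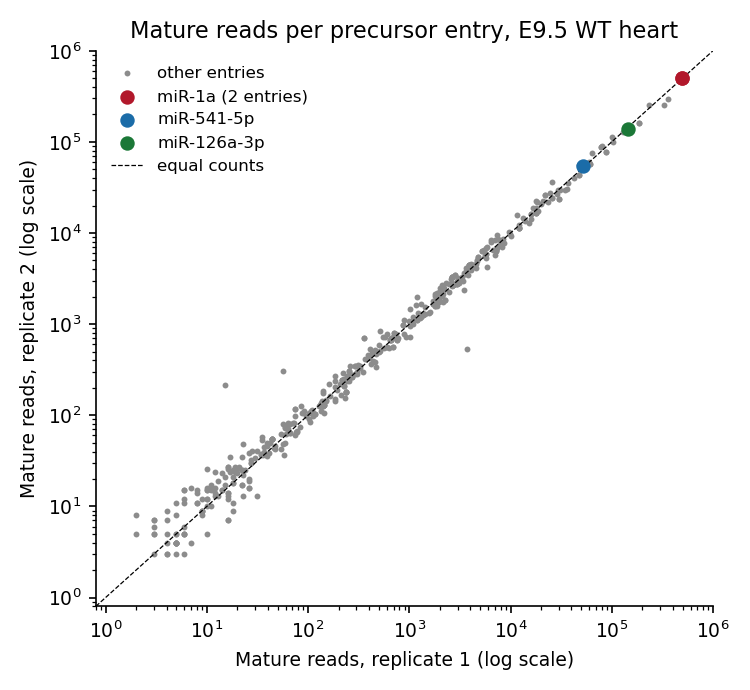
Mature reads of each of the 471 entries listed in both replicates of the E9.5 WT heart, replicate 1 on the x axis and replicate 2 on the y axis, both on log scales. The dashed line marks equal counts, and both miR-1a entries, with 492873 and 492871 mature reads in replicate 1, sit at the top end.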

The top 20 highest expressed miRNAs were shown in the heatmap graph (Fig. 4A), and their expression counts were listed in Table S4. 

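Ranked by mean share, the top 20 entries held 68.7% ± 0.49 of the mature reads (SD, n = 2), 69.0% in replicate 1 and 68.3% in replicate 2. Without regard to the arm (5p or 3p), all 20 carry names shown in Fig. 4A, but they make up 16 different names, because miR-21a-5p, miR-26a-5p, miR-133a-3p and miR-381-3p have 2 entries each. The names of Fig. 4A outside the top 20 entries were miR-541-5p at rank 21, miR-25-3p at rank 22, miR-7a-5p at rank 23 with its higher entry, and miR-30d-5p at rank 25. The 5 highest entries were miR-1a-1-3p (10.23% ± 0.36), miR-1a-2-3p (10.23% ± 0.36), miR-143-3p (6.75% ± 0.79), miR-148a-3p (5.94% ± 0.89) and miR-127-3p (5.00% ± 0.39; SD, n = 2 for each). On the log2 scale of Fig. 4A, counts of the top 20 entries ran from 18.91 for miR-1a-1-3p to 15.88 for miR-370-3p in replicate 1, and from 18.94 for miR-1a-1-3p to 15.80 for miR-133a-3p in replicate 2. The difference between replicates in miR-148a-3p, 6.57% against 5.30%, was larger than the distance of its mean to that of miR-127-3p. Table S4 gives 60 counts for 30 names, and all 60 were equal to the deposited mature read counts. The top 20 share moved most, to 74.4% ± 0.34 (SD, n = 2), when entries with the same miRNA name were counted once, a way of counting chosen after seeing the data, and the top 20 then held all 20 names of Fig. 4A, again without regard to the arm.

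**Figure D2:**
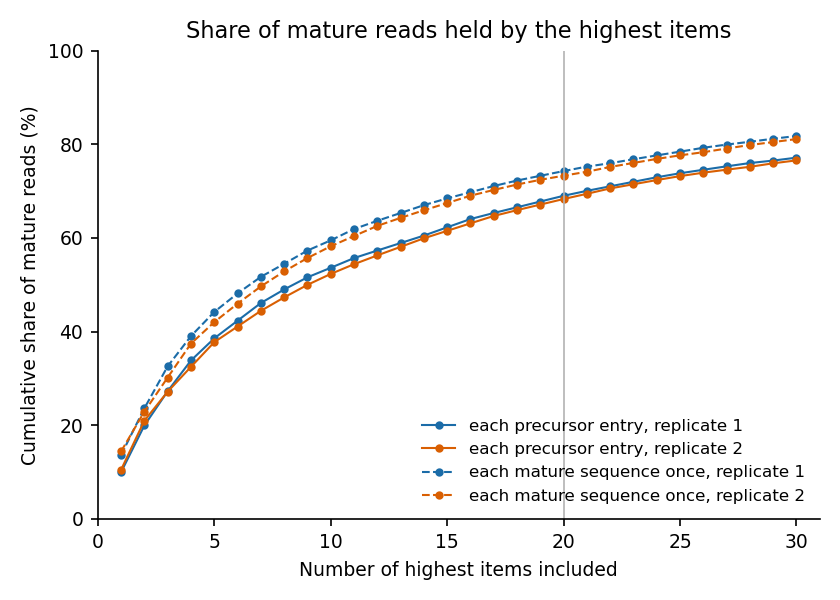
Cumulative share of mature reads in percent (y axis) against the number of highest items included (x axis), for each replicate of the E9.5 WT heart, with every precursor entry counted (solid lines) and with each mature sequence counted once (dashed lines). At 20 items, marked by the vertical line, the mean of the replicates was 68.7% by entry and 73.8% by sequence.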

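MiR-1 is encoded by miR-1a-1, on the plus strand of chromosome 2 of mm9 from 180123762 to 180123821, and by miR-1a-2, on the minus strand of chromosome 18 from 10785484 to 10785543, in an intron of Mib1 on the opposite strand. Both precursors give the mature sequence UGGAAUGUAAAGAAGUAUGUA. The miR-1a-1-3p entry held 492873 mature reads in replicate 1 and 503921 in replicate 2, and the miR-1a-2-3p entry held 492871 and 503920. Together they accounted for 20.46% ± 0.72 of mature reads (SD, n = 2), 19.95% in replicate 1 and 20.97% in replicate 2. The share of miR-1a-1-3p alone was 9.97% in replicate 1 (95% Wilson confidence interval 9.95% to 10.00%) and 10.48% in replicate 2. The miRNA next in abundance was miR-143-3p, with 361567 and 297669 mature reads. The ratio of the higher miR-1a entry to miR-143-3p was 1.53 ± 0.23 (SD, n = 2), 1.36 in replicate 1 and 1.69 in replicate 2, so miR-1a ranked above it in each replicate. Among alternatives chosen in advance, counting each mature sequence once lowered the share of miR-1 most, to 14.0% ± 0.55 (SD, n = 2). Placing a single miR-1a entry over all entries, an alternative chosen after seeing the data, gave 10.2%. From its share of the reads, the paper concludes that miR-1 was the most abundant miRNA at this stage, and it compares that share with published values for the adult heart.

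**Figure D3:**
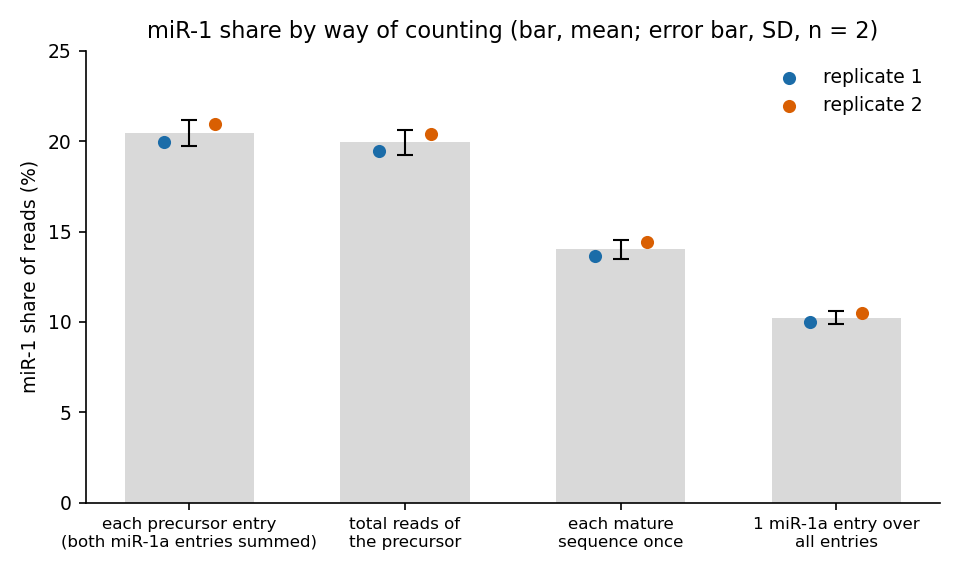
Share of reads held by miR-1 in percent under 4 ways of counting, in E9.5 WT hearts. Bars give the mean and error bars the SD of the 2 replicates, whose values are the points, and the mean was 20.46% with both miR-1a entries summed, 19.93% for total reads of the precursors, 14.01% with each mature sequence counted once and 10.23% for 1 miR-1a entry.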

Our results showed that miR-1 was the most abundant miRNA (20.45%) in E9.5 hearts, although not quite as high as its content in the adult heart (nearly 40%) (Rao et al., 2009). Many of the top 20 miRNAs were also reported to be enriched in the adult heart, such as miR-378a, miR-26a, miR-133a and miR-30 family. 

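In the E9.5 WT hearts, miR-378a-3p held 2.079% ± 0.004 of the mature reads (SD, n = 2), with 102578 reads in replicate 1 and 100050 in replicate 2. Its precursor lies on the minus strand of chromosome 18 of mm9 from 61557491 to 61557550, in an intron of Ppargc1b. The share of miR-26a-5p was 3.42% ± 0.33 (SD, n = 2) over its 2 entries, one on chromosome 10 from 126432599 to 126432656 in an intron of Ctdsp2 and the other on chromosome 9 from 118940929 to 118940989 in an intron of Ctdspl. This share was 3.19% in replicate 1 and 3.65% in replicate 2. The share of miR-133a-3p was 2.42% ± 0.06 (SD, n = 2), again over 2 entries, on chromosome 18 from 10782911 to 10782969 and on chromosome 2 from 180133105 to 180133163, near those of miR-1a. The miR-30 family had 5 entries, all with reads mainly on the 5p arm, and a summed share of 2.55% ± 0.08 (SD, n = 2). Within the family, miR-30d-5p held 0.849% ± 0.010, miR-30a-5p 0.660% ± 0.063, miR-30c-5p 0.611% ± 0.016, miR-30e-5p 0.371% ± 0.016 and miR-30b-5p 0.061% ± 0.003 of mature reads (SD, n = 2 for each). Of these 5, only miR-30d-5p is shown in Fig. 4A. All these shares depended most on how entries with the same mature sequence were counted. With each sequence counted once, miR-378a-3p rose to 2.85% and the miR-30 family to 3.49%, while miR-26a-5p fell to 2.34% and miR-133a-3p to 1.66%. The paper names these miRNAs as examples of top 20 miRNAs known from earlier reports to be enriched in the adult heart. Its Discussion adds that some of the top 20 were not high there.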

MiR-126, a miRNA highly expressed by ECs (Fish et al., 2008; Wang et al., 2008a), was also detected, possibly due to the ECs in the embryonic heart. 

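MiR-126a-3p held 143108 mature reads in replicate 1 and 138053 in replicate 2, which is 2.884% ± 0.016 of the mature reads (SD, n = 2) and rank 8 among entries. Its share was 2.90% in replicate 1 (95% Wilson confidence interval 2.88% to 2.91%) and 2.87% in replicate 2, a difference not told apart from sampling noise (adjusted p = 0.077, exact binomial test). The precursor lies on the plus strand of chromosome 2 of mm9 from 26446885 to 26446943, within Egfl7 (26435534 to 26448640), where it overlaps an annotated exon on the same strand. Its share rose to 3.95% with each mature sequence counted once, the largest move among the alternatives. Because miR-126 is known to be highly expressed by ECs, the paper proposes that the ECs of the embryonic heart account for its detection.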

We predicted targets of the top 20 miRNAs using TargetScan (Lewis et al., 2003). Among the 10,435 putative targets, 235 genes decreased more than 1.5 folds from E8.5 to E9.5 in control hearts but upregulated at least 1.5 folds in E9.5 *Dgcr8* cKO heart (Fig. 4B). GO analysis indicated that these genes were predominantly involved in angiogenesis and blood vessel morphogenesis (Fig. 4C and Table S2D). We speculate that the upregulation of this group of genes in E9.5 *Dgcr8* cKO hearts was due to lack of miRNAs inhibiting endothelial program, and subsequently contributed to the extremely dilated heart phenotype.

**Figure 4:**
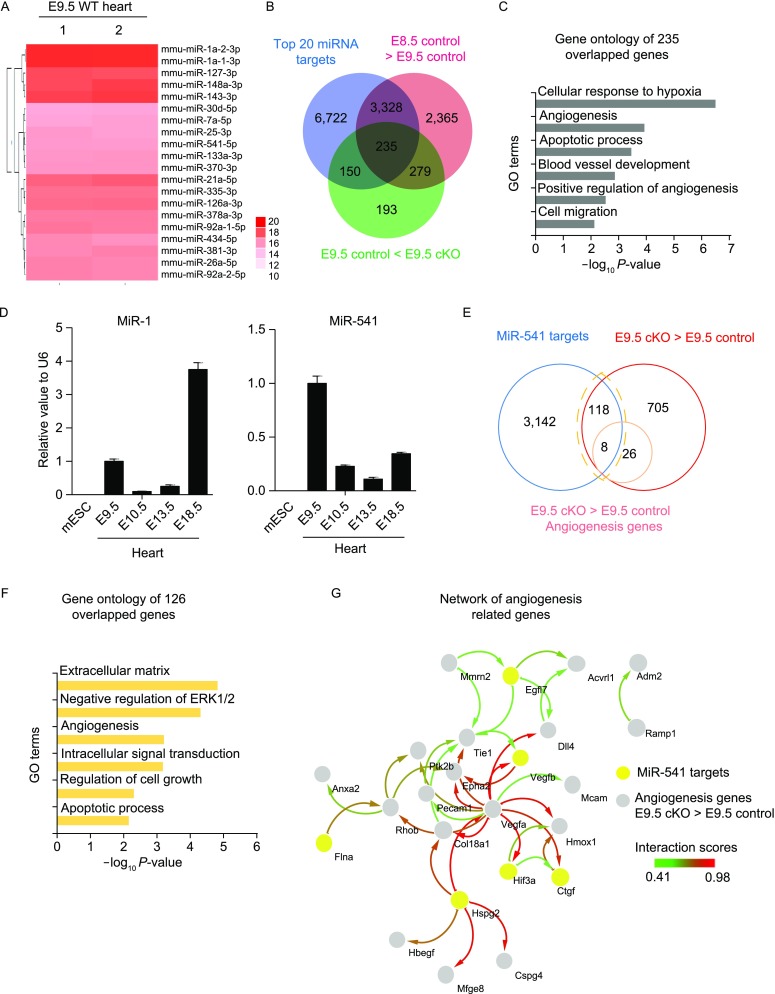
Global miRNA profiling in E9.5 mouse embryonic heart. (A) Heatmap showing the top 20 most highly expressed miRNAs in E9.5 WT embryonic heart. Values represent log_2_ of counts for each sample. (B) Venn diagram depicting the number of putative target genes of the top 20 miRNAs predicted by TargetScan (blue), genes downregulated from E8.5 to E9.5 in the control hearts (red) and genes upregulated in E9.5 *Dgcr8* cKO heart at E9.5 (green), and overlapped genes between these groups. (C) GO analysis of 235 overlapped genes among three groups in (B). (D) Q-PCR confirmation of miRNA-1 and miRNA-541 expression in embryonic heart at different stages and in mESCs. Data represent mean ± s.e.m. from three biological repeats. (E) Venn diagram depicting number of putative target genes of miRNA-541 predicted by TargetScan that overlapped with genes upregulated in E9.5 *Dgcr8* cKO hearts. (F) GO analysis of 126 overlapped genes in (E). (G) Cytoscape network generated from 34 angiogenesis genes that upregulated in E9.5 *Dgcr8* cKO heart, including 8 putative miR-541 targets. Node color represents two types of genes, yellow and grey represents miR-541 targets and non-miR-541 targets respectively. Edge is weighted by combined interaction scores, high values correspond to red color whereas low values to green color

To identify such miRNA, we performed a series of experiments. MiR-541-5p, which was among the top 20 most abundant miRNAs in E9.5 hearts, displayed interesting dynamic expression pattern during heart development. 

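In the sequenced E9.5 WT hearts, miR-541-5p held 52269 mature reads in replicate 1 and 53743 in replicate 2, a share of 1.088% ± 0.043 (SD, n = 2). The share was 1.058% in replicate 1 (95% Wilson confidence interval 1.049% to 1.067%) and 1.118% in replicate 2. By entry it ranked 21 by mean share, 21 in replicate 1 and 22 in replicate 2. The 20 entries above it carry 16 names and 14 mature sequences, and with each mature sequence counted once its rank moved to 15 and its share to 1.49%. Counting entries with the same name once, which was chosen after seeing the data, placed it at rank 17. The mature sequence is AAGGGAUUCUGAUGUUGGUCACAC, at the 5′ end of a precursor on the plus strand of chromosome 12 of mm9 from 110980632 to 110980696, in an intron of the lincRNA Mirg (110973191 to 110987665). This precursor belongs to a cluster of 36 entries between 110947254 and 110981993, each at most 10 kb from the next on the same strand. The cluster held 8.64% ± 0.36 of the mature reads (SD, n = 2), 8.90% in replicate 1 and 8.39% in replicate 2, and 34 of its entries were listed in both replicates. An entry with 0.386% of mature reads was listed only in replicate 1 and adds to the sum of that replicate alone. Among entries with at least 10 mature reads in both replicates the cluster held 8.48% ± 0.11 (SD, n = 2), 8.56% in replicate 1 and 8.40% in replicate 2. The highest member of the cluster was miR-381-3p, with 1.683% ± 0.120 (SD, n = 2) in each of its 2 entries. The share of the cluster moved most with each mature sequence counted once, to 8.08%. Only E9.5 hearts were among the samples analysed here, so the values bear on the abundance of miR-541-5p at this stage and not on its course over later stages. The paper chose miR-541-5p for study from this abundance and from its q-PCR profile over heart development (Fig. 4D).

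**Figure D4:**
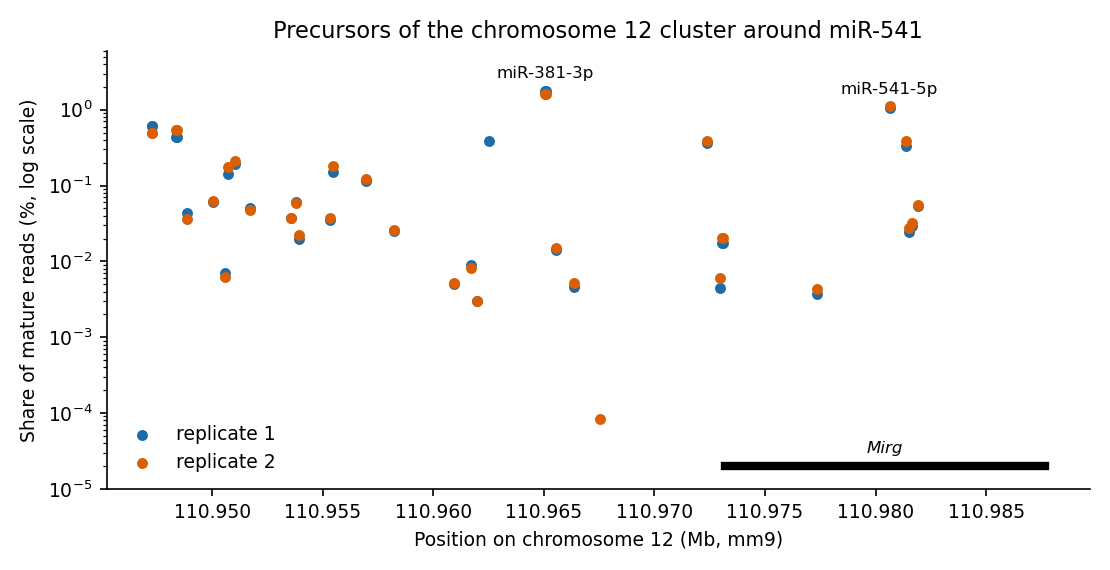
Share of mature reads in percent, on a log scale (y axis), of each entry of the chromosome 12 cluster that holds miR-541, by position in Mb of mm9 (x axis), for both replicates of the E9.5 WT heart. The black bar marks Mirg, miR-381-3p is highest at 1.68% per entry, and miR-541-5p follows at 1.09%.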

Its level was the highest in E9.5 hearts, then decreased in E10.5, E13.5 and E18.5 hearts (Fig. 4D). This was different from miR-1a-3p, whose level was higher in later embryonic stages (Fig. 4D). Both miR-1a-3p and miR-541-5p were not detectable in undifferentiated mouse embryonic stem cells (Fig. 4D). We predicted the target genes of miR-541-5p using TargetScan (Lewis et al., 2003). 126 of its targets overlapped with genes upregulated in E9.5 *Dgcr8* cKO hearts, and 6 of them, including *Egfl7*, *Ctgf*, *Vegfb*, *Hif3a*, *Flna* and *Hspg2*, were key regulators of blood vessel development (Fig. 4E,4F and Table S2E). Moreover, network analysis with Cytoscape (http://cytoscape.org/) revealed that they were connected in a protein interactive network (Fig. 4G). Taken together, the transient upregulation of miR-541-5p in E9.5 hearts strongly suggests that it may function to suppress vascular gene program during this specific time window.

### MiR-541 partially rescued differentiation defects in *Dgcr8* cKO CMs

As *Dgcr8* cKO CMs do not have miRNAs, they provide a baseline system to uncover the function of specific miRNAs after introducing back. MiR-1 was previously reported to play critical roles in promoting cardiac muscle cell maturation (Heidersbach et al., 2013), and here it was used as the positive control to evaluate the function of miR-541. We dissociated E9.5 hearts into very small cluster of cells and cultured them in IVCC medium. 24 h after seeding, cells were transfected with miRNA mimics: negative control miRNA (NC-miRNA), miR-1-3p and miR-541-5p (hereafter referred to as miR-1 and miR-541). 48 h after transfection, cells were collected for immunostaining, calcium transient imaging and gene expression analysis (Fig. 5A). The NC-miRNA did not affect the calcium transient in control and *Dgcr8* cKO cells, while miR-1 transfected *Dgcr8* cKO CMs restored rhythmic calcium influx and the time of decay to the level similar to control cells transfected with NC-miRNA (Fig. 5B and 5C). Interestingly, miR-541 transfected *Dgcr8* cKO CMs significantly increased calcium transient frequency and shortened the decay time, but the amplitude of the calcium transient was decreased (Fig. 5B and 5C). Immunostaining revealed that miR-1 and miR-541, but not NC-miRNA transfected *Dgcr8* cKO cells had well-organized sarcomere structure (Fig. 5D).

**Figure 5:**
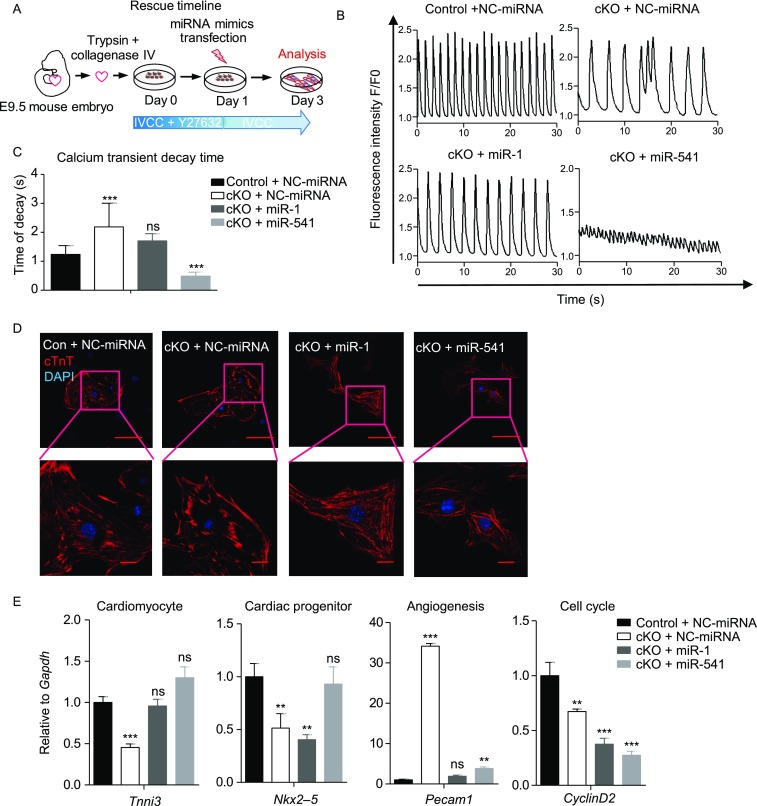
**MiR-1 and miR-541 rescued the defects of** ***Dgcr8*** **cKO CMs in an** ***in vitro*** **culture system**. (A) Schematic view of E9.5 CMs *in vitro* culture and miRNA transfection. (B) Quantification of Fluo-4 AM fluorescence intensity of control (*Dgcr8*^*loxP*/*loxP*^) and *Dgcr8* cKO CMs 48 h after NC-miRNA, miR-1 or miR-541 transfection. See also Movies S5 and S6. (C) Mean durations of Ca^2+^-dependent Fluo-4 fluorescence transients plotted for control and cKO CMs 48 h after transfection with NC-miRNA, miR-1 or miR-541. Data represent mean ± s.e.m. from three biological repeats. ***P < 0.0001 when compared to control + NC-miRNA using Student’s unpaired *t*-test. (D) Immunostaining of cTnT showing sarcomere structure in control and *Dgcr8* cKO CMs 48 h after transfection with NC-miRNA, miR-1, or miR-541 mimics, cTnT (pink), DAPI (blue) indicates nuclei. Scale bar: 50 μm. Insert image scale bar: 10 μm. (E) Q-PCR analysis of gene expression in control and *Dgcr8* cKO CMs after transfection with NC-miRNA, miR-1, or miR-541 and culturing for 48 h. Mean ± s.e.m. from three biological repeats are shown. **P < 0.01, ***P < 0.0001 when compared to control + NC-miRNA using Student’s unpaired *t*-test

Finally, gene expression analysis revealed that, both miR-1 and miR-541 elevated the level of mature CM marker *Tnni3* to a similar level as in control CMs transfected with NC-miRNA, and significantly decreased the expression of endothelial marker *Pecam1*, which was increased in *Dgcr8* cKO cells transfected with NC-miRNA (Fig. 5E). MiR-541 upregulated cardiac progenitor marker *Nkx2–5* to a level similar in control CMs, while miR-1 did not appear to affect *Nkx2–5*. Both miR-1 and miR-541 also reduced the expression of the cell proliferation marker *Cyclin D2*, to a level even lower than NC-miRNA group (Fig. 5E).

The above results suggested that *Mesp1-Dgcr8* cKO CMs could be a useful read-out system to dissect the function of individual miRNA in early heart development, and based on this system, we uncovered that miR-541 is a novel miRNA that promotes cardiac fate and repress endothelial gene program in E9.5 embryonic heart.

### MiR-541 downregulated vascular genes and upregulated cardiac genes in cKO mouse embryonic heart cells

To uncover the molecular mechanism of miRNA-541 function, E9.5 heart cells from *Dgcr8* cKO embryos were cultured and transfected with miR-541-5p and NC-miRNA. 48 h after transfection, we collected total RNA from each group, performed high-throughput sequencing and analyzed changes in global gene expression (Fig. 6A). Heatmap showed that miR-541 caused significant alteration in gene expression in *Dgcr8* cKO heart cells (Fig. 6B). Compared with NC-miRNA transfected cells, 1,486 genes were downregulated in miR-541 group, they were related to angiogenesis, positive regulation of SMC proliferation, and EC migration (Fig. 6C, 6E and Table S2F). At the meantime, 1,261 genes were upregulated in miR-541 group, including genes involved in calcium ion binding, cardiac muscle contraction and mitochondrion (Fig. 6D, 6E and Table S2G). These results strongly suggested that miR-541 was at least partially responsible for the elevation of vascular genes and reduction in cardiac genes in E9.5 *Dgcr8* cKO hearts. We also performed GSEA coupled with KEGG analysis to explore pathways influenced by miR-541 (Fig. S4A). Notably, cardiac muscle contraction was overrepresented in miR-541 transfected cells, while apoptosis and p53 pathway were downregulated, which indicated that miR-541 may help to prevent apoptosis in cKO heart cells ((*P* < 0.05, FDR < 0.25; Table S4C and S4D; Fig. S4A). We also performed network analysis using Cytoscape and found that while the cardiac genes and endothelial genes formed separate networks, the links between these two major networks indicated close coordination between them to regulate heart development (Fig. 6F). MiR-541 transfection caused dramatic change in gene expression in *Dgcr8* cKO CMs, as PCA revealed that the transcriptome of miR-541 and NC-miRNA transfected cells were very far apart (Fig. S4B).

**Figure 6:**
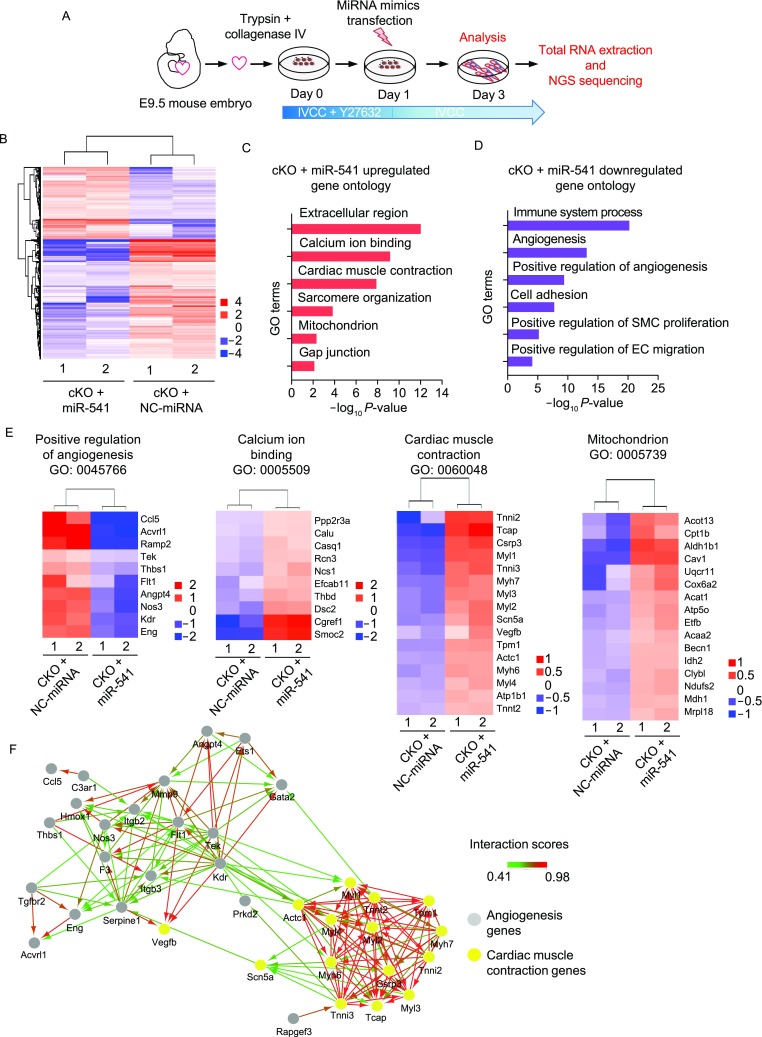
**MiR-541 selectively inhibited angiogenesis genes and promoted cardiac gene expression**. (A) Timeline of miRNA transfection into *in vitro* cultured *Dgcr8* cKO CMs followed by gene expression profiling. (B) Heatmap showing differential gene expression in E9.5 *Dgcr8* cKO CMs transfected with NC-miRNA or miR-541. Values represent normalized mean centered log_2_ of FPKM for each sample. Significantly up and downregulated genes are represented in red and blue respectively (*n* = 2). (C and D) GO analysis of genes upregulated and downregulated in *Dgcr8* cKO CMs transfected with miR-541. (E) Heatmap representation of selected genes down or upregulated in miR-541 transfected cKO CMs. The downregulated genes belonged to the GO classes of positive regulation of angiogenesis. While upregulated genes were in following GO classes: calcium ion binding, cardiac muscle contraction, and mitochondrion. Values represent normalized mean centered log2 of FPKM for each genotype. Red and blue colors representing higher and lower expressed genes respectively. (F) A Cytoscape network generated from downregulated angiogenesis genes and upregulated cardiac muscle contraction genes in miR-541 transfection group. Node color represents two types of genes, yellow and grey represents cardiac muscle contraction genes and angiogenesis genes respectively. Edge is weighted by combined interaction scores, high values correspond to red colors whereas low values to green colors

Venn diagram showed that there were 270 genes downregulated in the miR-541 transfected cKO CMs, which were also putative targets of miR-541-5p predicted by TargetScan. Moreover, 22 of them were also upregulated in *Dgcr8* cKO single CMs (Fig. S5A). In *in vitro* cultured E9.5 *Dgcr8* cKO CMs, we found that miRNA-541 significantly reduced the expression of the putative target *Ctgf* by q-PCR (Fig. S5B and S5C), while the activity of luciferase reporter bearing *Ctgf* 3′UTR was reduced by more than half upon miR-541-5p transfection (Fig. S5D). In addition, the level of CTGF protein in SVEC4-10 cell line were significantly downregulated after miR-541-5p transfection but unchanged with NC-miRNA or miR-1a-3p transfection (Fig. S5E). These results are in agreement with our hypothesis that miRNA played critical roles in vascular gene program repression to promote normal CM specification in E9.5 hearts.

### MiRNA-541 suppressed blood vessel formation and promoted CM differentiation from pluripotent stem cells

Next we tested whether miR-541 can disrupt endothelial functions and facilitate CM differentiation in normal cells. To this end, we transfected NC-miRNA and miR-541 into SVEC4-10 cells which is a mouse EC line (Fig. 7A). 24 h after transfection, a scratch wound was introduced. 48 h later, the wound healing was significantly delayed in miR-541 transfected group compared to NC-miRNA transfected group (Fig. 7B and 7C). In another set of experiments, 48 h after miRNA transfection, we transferred same number of SVEC4-10 cells onto matrigel coated plate for tube formation assay. Cells in NC-miRNA group showed well-organized tubular network after 12 h, while miR-541 group showed significant defects in tube formation and reduction in total tube length (Fig. 7D and 7E). To test miR-541 function in primary endothelial tissue, we obtained E9.5 embryonic yolk sac, which was rich in blood vessels at this stage, and dissociated them into single cells and cultured *in vitro*. Transfection of miR-541 caused upregulation of CM genes such as *Tnni3*, and marked downregulation of EC gene *Pecam1* and *Tal1* (Fig. S6A and S6B). The positive control miR-1 also showed similar trend (Fig. S6A and S6B). Since miRNA-541 could also target human putative genes as predicted by TargetScan, we performed miRNA transfection and tube formation assay using ECs derived from human pluripotent stem cells (hPSCs). Similar to the results obtained with mouse ECs, miR-541 blocked tube formation of human ECs (Fig. S6C and S6E). Taken together, miR-541 severely inhibited blood vessel formation in both mouse ECs and hPSC derived ECs, which was consistent with our hypothesis.

**Figure 7:**
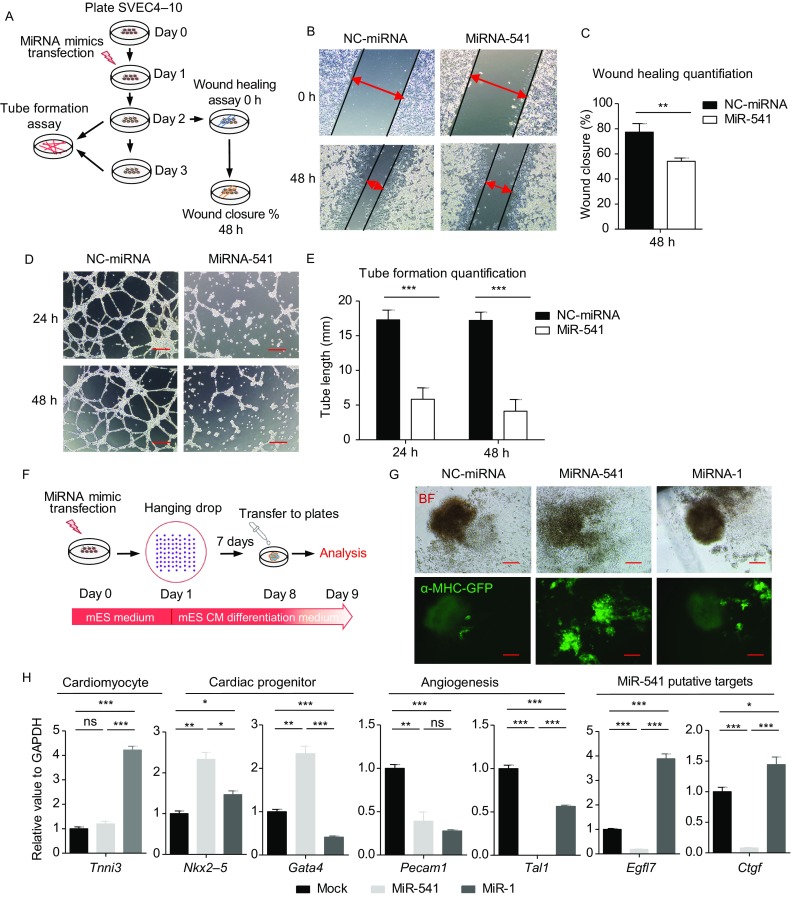
**MiR-541 disrupted blood vessel formation and promoted mESC CM differentiation**. (A) Schematic view of miR-541 transfection and endothelial function test in SVEC4–10 cells. (B) Images of scratch-wound assay of SVEC4–10 cells transfected with NC-miRNA and miR-541 at 0 and 48 h. (C) Quantification of wound closure at 48 h. Mean ± s.e.m. is shown from three biological repeats. Student’s *t* test was used: **P < 0.01. (D) Images of tube formation assay of SVEC4–10 cells transfected with NC-miRNA and miR-541 for 24 and 48 h. (E) Quantification of tube length in (D). Mean ± s.e.m. are shown from three biological repeats. Student’s *t* test was used: ***P < 0.0001. (F) Time line of miR-541 transfection in mESC and CM differentiation assay. (G) Images showing after 10 days of differentiation, *α-MHC*-GFP reporter expression in CMs derived from mESC transfected with NC-miRNA, miR-1 or miR-541. (H) Q-PCR quantification of cardiac and endothelial marker gene expression in cardiac differentiated cells derived from mESC transfected with NC miRNA, miR-1 or miR-541. Mean ± s.e.m. are shown from three biological repeats. *P < 0.05, **P < 0.01, ***P < 0.0001

Finally, we tested whether miR-541 may promote CM differentiation from mESCs. Undifferentiated mESCs carrying a CM specific *α-MHC*-GFP reporter were transfected with NC-miRNA, miR-541 and miR-1 respectively, then they were dissociated and CM differentiation was induced by the hanging drop method (Fig. 7F). 10 days later, *α-MHC*-GFP positive beating clusters were formed in all groups (Fig. 7G). Interestingly, q-PCR study showed that *Tnni3* increased the most in miR-1 group, while cardiac progenitor genes *Gata4* and *Nkx2-5* were higher in miR-541 group. Both miR-1 and miR-541 strongly repressed EC gene *Pecam1* and *Tal1*. Interestingly, miR-541 target genes, *Egfl7* and *Ctgf*, which were key regulators of blood vessel development, were suppressed only in miR-541 group (Fig. 7H). These results suggest that miR-541 could enhance cardiac program and repress endothelial fate during CM differentiation from pluripotent stem cells.

## Discussion

In this study, by conditional deleting microprocessor *Dgcr8* in early heart cells in mouse embryos, we uncovered that one of the miRNAs’ function is to repress vascular gene network to promote normal cardiac fate specification. We performed series of bulk and single-cell transcriptome and miRNA profiling, and for the first time, revealed miRNAs expressed in E9.5 mouse embryonic heart, which was significantly different from the adult heart. Without miRNAs, the transcriptome of early heart gained obvious vascular signature. We also established an *in vitro* culture system of E9.5 heart cells from *Dgcr8* cKO embryos and used it to dissect the function of individual miRNA. We found that miR-541, which was transiently highly expressed in E9.5 heart, acted as a strong suppressor of endothelial function and could partially rescue the defect of *Dgcr8* cKO CMs.

### Global microRNA knock-out lead to defects in E9.5 CM structure and function that correlated with significant change in the transcriptome

Tissue specific deletion of genes essential for miRNA biogenesis revealed global microRNAs are essential for organ development and the maintenance of tissue homeostasis. For example, Cardiac-specific knockout of *Dicer* by *α-MHC-Cre* lead to progressive dilated cardiomyopathy (DCM), heart failure, and premature lethality but not embryonic lethality (all mutant mice die within 4 days after birth) (Chen et al., 2008). Muscle-specific deletion of *Dgcr8* using *Mck-Cre* also resulted in DCM at 3 weeks of age, and postnatal lethality (all mutant mice died before 2 months of age and the median survival was 31 days) (Rao et al., 2009). In embryos, using CM progenitor gene *Nkx2–5* driving Cre to delete *Dicer* caused pericardial edema and poorly developed ventricular myocardium resulting in embryonic lethality at E12.5 (Zhao et al., 2007). However, miRNA loss of function study has not been performed in earlier developmental stages when the heart tube just form and undergoing dramatic transformation towards a 4-chambered heart. In current study, we performed *Dgcr8* deletion in cardiovascular progenitor cells using *Mesp1-Cre*. *Mesp1* was expressed in lateral mesoderm cells (Saga et al., 1999), which formed the cardiac crescent, then fuse to form the heart tube and primitive heart. We also observed severely dilated heart as early as E9.5, which resulted in embryo death after E10.5. *Dgcr8* cKO CMs had disrupted sarcomere structure, abnormal calcium transient and proliferation defect. Intriguingly, transcriptome analysis revealed that there was significant upregulation of angiogenesis genes in *Dgcr8* cKO heart at E9.5, and many of these genes were normally downregulated from E8.5 to E9.5 in the heart.

### Single cell RNA-seq identified significant upregulation of vascular genes in *Dgcr8* cKO CMs

Recently, single cell RNA sequencing technology has been used to dissect the cellular composition and their transcriptome during heart development and cardiac reprogramming (DeLaughter et al., 2016; Lescroart et al., 2018; Li et al., 2016; Liu et al., 2017; Zhou et al., 2016). In our single cell RNA-seq analysis of cKO and control hearts, CM, EC and other cell types can be readily separated based on lineage-specific genes compiled from previous study (Fig. 3C) (Li et al., 2016), this further proved the quality and fidelity of our experimental procedure. Our PCA graph demonstrated that the transcriptome of *Dgcr8* cKO single CMs were clearly different from that of control CMs (Fig. 3D). Moreover, angiogenesis was the top lineage related GO term of genes significantly upregulated in cKO CMs. This finding strongly supported our hypothesis that miRNA function as repressor of vascular gene network in CMs at this stage. Other over-represented GO class includes focal adhesion, glycolysis process, stress fiber etc., while significantly downregulated genes belong to the GO class of RNA binding, mitochondrion and cell cycle etc (Fig. 3F and 3G). These changes could explain the disorganized sarcomere structure, abnormal calcium transient and decreased cell proliferation in cultured cKO CMs (Fig. 1G–K). There were also some discrepancies between our single cell RNA-seq analysis of E9.5 heart and two earlier reports. In our samples, control group and *Dgcr8* cKO group contained 37% and more than 90% CMs respectively, while Li and colleagues found 70% CMs and DeLaughter and colleagues found 90% CMs in E9.5 heart (DeLaughter et al., 2016; Li et al., 2016). We think this may be partly due to different isolation method. We dissected, dissociated and manually picked single cells from the ventricular part of the E9.5 heart tube. To avoid doublets and small cell clusters, we chose visually distinct single cells. It was evident that cKO CMs had different adhesion property and dissociated much easier than control CMs which tend to cluster together. Therefore, under the same dissociation condition, more single cKO CMs were picked. While the other study used Fluidigm (integrated fluidic circuits (IFCs)) to collect dissociated single heart cells, and did not have mutant cells with altered cell adhesion property. Nevertheless, after careful statistical analysis of the RNA-seq data from our control single CMs and that from Li and DeLaughter studies, our CMs expressed high levels of CM specific marker genes and can be clustered together, which proved that they represented CM cell type in E9.5 heart. Taken together, through single cell transcriptome analysis, it was evident that the enlarged and dilated heart phenotype was the consequence of gene expression profile changes in CMs, not due to increase in EC population. Moreover, single cell analysis also helped to better identify candidate genes that may contribute to the phenotype. Thus, our study and others demonstrated that single cell RNA-seq can be a powerful tool to resolve problems associated with cell heterogeneity and advance mechanistic study (DeLaughter et al., 2016; Lescroart et al., 2018).

As Mesp1 lineage cells also form ECs and endocardium in the heart, we considered the possibility that whether defects in endocardium and ECs may contribute to the dilated heart phenotype at E9.5. We performed *in situ* hybridization of endocardium marker gene *Nfatc1* and endothelial marker *Pecam1*, respectively (Fig. S1C). *Nfatc1* was specifically expressed in the endocardium of early developing heart at E9.5, and its expression level decreases at later embryonic and neonatal stages (Zhang et al., 2017). We found that *Nfatc1* is expressed in the inner layer of E9.5 cKO embryonic hearts, and *Pecam1* could also be obviously detected in the E9.5 cKO heart, which means both endocardium and ECs were also exist in the cKO heart (Fig. S1D). *Nfatc1* signal appeared weaker in cKO hearts compared to control hearts. In cKO heart sections, the endocardial layer appeared fragile and disorganized (arrow heads), this may explain why in our single cell analysis, the cells from cKO ventricle were mostly CMs, as the proportion of endocardium cells is low in the ventricle and they may be damaged during dissociation process. In other published single cell RNA-seq study of embryonic mouse heart, the proportion of ECs was also quite low, about 10% in E9.5 ventricle. And the endocardial cell population may be even lower (DeLaughter et al., 2016; Li et al., 2016) which is in agreement with our study. Even without endocardium or ECs, as in *Mesp1Cre*; *Flk1* null E9.5 hearts, there was no dilation, and key CM marker genes were expressed normally in the myocardium (Milgrom-Hoffman et al., 2011). Therefore, it was very unlikely that endocardium and ECs which only comprised small proportion of E9.5 heart, caused the severe dilation phenotype. Taken together, as CMs comprised the majority of the ventricular cells, we think the dilated heart was mostly caused by defective CMs, not by endocardial cells.

### MicroRNA-seq of E9.5 heart uncovered miR-541 which can suppress angiogenesis and promote cardiogenesis

In this study, we also profiled microRNAs in E9.5 hearts for the first time. MiRNA-1 was the most abundant miRNA, although it only accounted for 20% of all miRNAs at this time versus 40% in adult hearts (Rao et al., 2009). Interestingly, some of the top 20 miRNAs in E9.5 heart was not highly expressed by the adult heart. We choose to investigate miRNA-541-5p, which was transient highly expressed in E9.5 heart, then decreased in later stages. MiRNA-541 was reported to reverse Ang-II induced cardiac hypertrophy by downregulation of ERK1/2 signaling (Liu et al., 2014). However, its function in early heart development was unknown. Curiously, miR-541 was enriched in E9.5 heart and downregulated afterwards. Through comparative gene expression analysis combined with miRNA target prediction, we found that 8 miR-541 putative target genes were upregulated in *Dgcr8* cKO hearts. Network analysis by STRING showed that the downregulated angiogenesis genes and upregulated cardiac genes upon miR-541 transfection formed separate regulatory modules but also had protein interactions with each other (von Mering et al., 2005), supporting the notion that there is a balance between cardiac and vascular gene program in E9.5 heart (Fig. 6F). In our experiments, miR-541 transfection disrupted scratch-would closure and tube formation of ECs (Fig. 7B and 7C). One of the target genes of miR-541 is *Ctgf* (Connective tissue growth factor), which was among the significantly upregulated angiogenesis genes identified in our single cell study.

*Ctgf* is a member of the matricellular protein family known as the CCN family, and has been shown to induce proliferation, migration, and survival of vascular ECs (Babic et al., 1999; Kubota and Takigawa, 2007; Shimo et al., 1998, 1999). Using luciferase reporter assay and q-PCR, we confirmed that *Ctgf* is as a direct target of miRNA-541 at E9.5. In addition, *Ctgf* was reported to be the target of other miRNAs such as miR-133 and miR-30 (Duisters et al., 2009), which among the top 30 highest expressed miRNAs in E9.5 heart. 

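Among entries of the E9.5 WT heart ranked by mean share of mature reads, both miR-133a-3p entries tied at rank 19, with 1.208% ± 0.029 each (SD, n = 2). Of the miR-30 family, miR-30d-5p ranked 25 with 0.849% ± 0.010 and miR-30a-5p ranked 28 with 0.660% ± 0.063, while miR-30c-5p followed at rank 31 with 0.611% ± 0.016 (SD, n = 2 for each). With each mature sequence counted once, miR-30c-5p ranked 24. Counting entries of the same name once, which was chosen after seeing the data, placed miR-30c-5p at rank 26. The summed share of miR-133a-3p fell from 2.42% to 1.66% with each mature sequence counted once, whereas that of the miR-30 family rose from 2.55% to 3.49%. Ctgf lies on the plus strand of chromosome 10 of mm9 from 24315248 to 24318489, and GENCODE vM1 gives it a 3′ UTR of 1072 nt. A match to the miR-133a-3p seed (nucleotides 2 to 7 of the miRNA, followed by an A in the target) lies at nucleotides 1006 to 1012 of this 3′ UTR, and one to the miR-30d-5p seed ends at nucleotide 212. Each of these miRNAs had 1 seed match there, and miR-1a had 0. These matches of miR-133a-3p and miR-30d-5p were located here and are not the paper's evidence. The paper draws on Ctgf upregulation in single cKO CMs, its luciferase and q-PCR results for miR-541, and earlier reports on miR-133 and miR-30. From these it proposes that Ctgf may be an angiogenesis regulator that miRNAs suppress in CMs.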

*Ctgf* may be one of the critical angiogenesis regulator suppressed by miRNA in the CMs. *Ctgf* was reported to promote tube formation of vascular ECs (Shimo et al., 1999), which is in agreement with our result that miR-541 severely inhibited blood vessel formation (Fig. 7D and 7E). Human CTGF had been shown to enhance tumor growth by increasing angiogenesis, and its monoclonal antibody inhibited tumor growth and metastases (Dornhöfer et al., 2006). Thus, mmu-miR-541 potentially may have clinical value in treating blood vessel hyperplasia diseases or blocking metastasis of cancer cells. Overexpression of miR-541 in ESCs promoted CM differentiation (Fig. 7G), suggesting it may be used to improve the efficiency of CM production from pluripotent stem cells and regulate myocardial remodeling in disease conditions.

Based on our results, we propose a model for microRNA function during early heart development (Fig. 8). Global microRNAs are required to repress angiogenesis genes in newly formed CMs. Without microRNAs, E9.5 heart became severely dilated due to defective CMs with abnormally upregulated vascular genes. MiR-541, which was transiently highly expressed in E9.5 heart, can suppress angiogenesis gene program thus promoting cardiac gene expression. In conclusion,our study provided rich information about global miRNA expression and function during early mammalian heart development and cardiovascular progenitor cell fate decision. We propose that there is a balance between cardiac or vascular gene program during E8.5 to E9.5, a critical time window that the heart tube was transformed to a muscular organ, and miRNAs were responsible for downregulation of vascular genes and upregulation of cardiac genes. We discovered the unexpected role of miRNA-541 during this time window to suppress endothelial genes and function, which may be exploited to treat blood vessel hyperplasia or promote cardiac regeneration.

**Figure 8:**
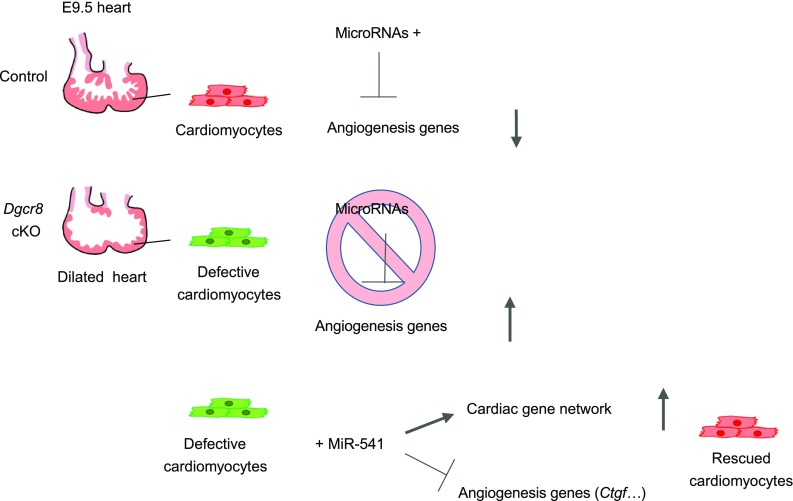
Model of miRNA in regulating gene program balance in E9.5 CMs. Knocking out global microRNA in early embryonic heart leads to severely dilation of the heart chamber and increase of angiogenesis genes in cKO CMs. MicroRNAs such as miR-541-5p function to suppress abnormal angiogenesis gene program in order to maintain normal cardiomyocyte differentiation

## Materials and methods

### Mouse embryos

For mouse embryo experiments, all animal protocols used in this study were approved by the IACUC (Institutional Animal Care and Use Committee) of Laboratory Animal Research Center of Tsinghua University (accredited by the AAALAC (Association for Assessment and Accreditation of Laboratory Animal Care International)). *Dgcr8* KO mice were reported previously (Wang et al., 2007). *Mesp1*^*Cre*/+^*Dgcr8*^*loxP*/+^ mice were crossed with *Dgcr8*^*loxP*/*loxP*^ or *Dgcr8*^*loxP*/*loxP*^; *ROSA26*^*mTmG*/*mTmG*^ to generate *Mesp1*^*Cre*/+^*Dgcr8*^*loxp*/*loxp*^ cKO mice. The genotype of embryos used in different series of experiments were listed in Table S6. Genomic DNA was isolated from tails of embryos. Primers for genotyping of *Dgcr8* conditional KO mice were forward 5′ ctggagtaggaatgttgatttc 3′ and reverse 5′ cctgattcacttacaacacaacc 3′. The PCR products for wide-type were 700 bp, for floxed *Dgcr8* were 900 bp and 700 bp.

### Embryo section and HE staining

Mouse E8.5 to E9.5 embryos or embryonic hearts were dissected and washed with cold PBS and fixed in paraformaldehyde overnight at 4 °C. The samples were dehydrated using automation-tissue-dehydrating machine (LEICA ASP200S) and embedded in paraffin. Then they were subjected to sectioning (5 μm thick) and H&E staining following the standard protocol.

### Immunostaining and antibodies

For immunostaining, tissue sections were blocked with 5% goat serum/PBS 0.1% Tween 20, incubated in primary antibody (cTnT 1:500 (R&D, MAB1874); PH3S10 1:500 (Cell Signaling, 9701S)) in blocking solution at 4 °C overnight. Secondary antibodies (Goat anti-rabbit Delight 549, 1:300, Thermo-fisher 35557; Goat anti-mouse Delight 488, 1:300, Thermo-fisher, 35502) in blocking buffer were applied for 1 h at room temperature. Fluorescent images were taken on a Nikon TiE inverted fluorescence microscope with 10× and 20× objectives and Element 6 software package. Confocal images were taken on Nikon A1RSi + TIRF + DMD confocal microscope.

### Isolation, culture and transfection of mouse embryonic cardiac cells

Hearts were dissected from E8.5–9.5 mouse embryos, washed in PBS without Ca^2+^, and digested using 0.04% Trypsin and 0.05% Collagenase IV. After incubation at 37 °C for 20 min (E8.5 embryonic hearts) or 30 min (E9.5 embryonic hearts), cells were gently pipetted and transferred to DMEM containing 10% fetal bovine serum for termination. Cells were plated on matrigel (1:60, BD) coated plates in the *in vitro* CMs culture medium (IVCC), with 4 ng/mL zbFGF. The *in vitro* CMs culture medium (IVCC) is composed of DMEM/F12 (Gibco) medium with 2% B27 (Gibco), 1% N2 (Gibco), 1% Glutamax (Gibco), 1% non-essential amino acids (NEAA; Gibco), 100 units/mL penicillin and 100 µg/mL streptomycin (Gibco). 50 µg/mL 2-phospho-l-ascorbic acid (Vitamin C, Sigma), 0.001% Progesterone (Sigma), 1% MEM Vitamin (Sigma, M6875), 0.1% trace element B (Corning), and 0.1% trace element C (Corning).

After 24 h culture, CMs were transfected with 50 nmol/L miRNA mimics (miRNA-1-3p, miR-541-5p and NC-miRNA (GenePharma) using Lipofectamine^®^ 2000 (Thermo Fisher) following the manufacturer’s instructions. The same transfection protocol was used for SEVC4–10, mouse Yolk sac dissociated cells, human iPSC derived ECs and mESCs.

### Transmission electron microscopy

For transmission electron microscopy, cells were cultured in 35 mm petri-dish coated with 1:60 matrigel. When cell confluence reached 70%–80%, cells were fixed in 1.25% glutaraldehyde in IVCC medium for 1 h, followed by fixation in 2.5% glutaraldehyde overnight at 4 °C. Samples embedding and section was performed by TEM facility at Tsinghua University. The TEM images were acquired using a Hitachi H-7650 TEM at 40 kV.

### Calcium transient detection and analysis

To visualize calcium transients, 10 μmol/L Fluo-4 AM (Invitrogen) was used. Time-lapse fluorescence images were recorded on a Nikon TiE inverted fluorescence microscope. Changes in Fluo-4 fluorescence (indicating fluctuation in cytosolic Ca^2+^) were recorded 100 ms per frame with a 20× objective. The fluorescence intensity change over time was quantified by Element6 software package and Image J software.

### RNA extraction, Smart-seq2 amplification and q-PCR analysis of E8.5 and E9.5 heart tube gene expression and miRNA expression

E8.5 and E9.5 wild-type and mutant heart tubes were dissected as described, and lysed thoroughly using a homogenate oscillator (Bio-Gen PRO200/PRO250, Proscientific) in 500 μL Trizol (Invitrogen). Total RNA was extracted with Trizol following manufacturer’s instruction. For mRNA q-PCR, 100 ng total RNA was reverse transcribed and amplified using Smart-seq2 (Picelli et al., 2014). Real-time q-PCR was performed using GoTaq^®^ qPCR Master Mix (Promega) in a CFX96 Real-Time System (Bio-Rad). The sample input was normalized against the Ct (critical threshold) value of the house-keeping gene *Gapdh*. Primers used were listed in Table S1.

MiRNA q-PCR was conducted following protocol described by Shi and Chiang (2005). In brief, 500 ng total RNA was polyadenylated with ATP by poly(A) polymerase (NEB, M0276S) at 37 °C for 1 h in a 20 μL reaction following the manufacturer’s directions. After phenol-chloroform extraction and ethanol precipitation, the RNAs were dissolved in nuclease free water and reverse-transcribed with 200 U SuperScript™ III Reverse Transcriptase (Invitrogen) and 0.5 μg poly(T) adapter. U6 was used as the internal reference gene for q-PCR. Primers used were listed in Table S1.

### High-throughput sequencing and data analysis

For transcriptome analysis, total RNA from E8.5 and E9.5 heart was extracted with Trizol, and 100 ng total RNA was reverse transcribed and amplified using Smart-seq2 protocol (Picelli et al., 2014) . For gene expression profiling of *in vitro* cultured E9.5 *Dgcr8* cKO heart cells transfected with miR-541-5p and NC miRNA, cells were lysed with Trizol 48 h after transfection, and 10 ng total RNA was reverse transcribed and amplified using Smart-seq2 protocol (Picelli et al., 2014). Two independent biological replicates of each group were sequenced using Illumina HiSeq2500 (Novagene, www.novogen.com; and Genewiz, https://www.genewiz.com), clean reads were mapped to mouse genome (mm9) using BWA software.

Hierarchical clustering was analyzed by the “heatmap.2” function of “gplots” R package. To see if the independent samples are separated from each other, principle component analysis was performed by SPSS. Gene ontology (GO) term enrichment was analyzed using the database for annotation, visualization, and integrated discovery (DAVID) (https://david.ncifcrf.gov).

For miRNA profiling, total RNA of E9.5 heart was extracted with Trizol, miRNA high-throughput sequencing was performed by HiSeq2500, SE50 (RIBOBIO, http://www.ribobio.com/), producing over 10 million reads from each sample. Clean reads were mapped to mouse genome (mm9) using miRDeep2 (Friedländer et al., 2008).

### Single-cell RNA sequencing

For single cell sample preparation, ventricular part of E9.5 heart tubes were dissected and digested into single cells by 0.04% trypsin combined with 0.05% collagenase IV, and then transferred into DMEM containing 10% fetal bovine serum for termination. After washed in PBS without Ca^2+^, the single cells were manually transferred into cell lysis buffer with a mouth pipette. Total RNA was reverse transcribed and amplified using Smart-seq2 protocol (Picelli et al., 2014), followed by Tn5 tagmentation and PCR enrichment to generate libraries using TruePrep DNA Library Prep Kit V2 for illumina (Vazyme, TD501-503) according to the manufacturer’s suggested protocol. The DNA libraries were sequenced on the Illumina HiSeq4000 platform with 2 × 150 bp read length per cell.

Clean reads were mapped to mouse genome (mm10) using Salmon (Patro et al., 2017). Cells with > 70% mapping rates were used for the following analysis.

PCA, Mann-Whitney-Wilcoxon rank-sum test, hierarchical clustering, volcano-plot and violin-plot were performed using custom scripts in R. Only genes expressing in > 10 cells were used for analysis. PCA and heatmap was performed on log_2_ (TPM + 1). GO term enrichment was analyzed using (DAVID) (https://david.ncifcrf.gov).

### Data availability

The RNA and microRNA high-throughput sequencing data are publicly available at the National Center for Biotechnology Information with Gene Expression Omnibus (GEO), accession number GSE96648.

### Luciferase assays

A 191 bp fragment of CTGF 3′ UTR sequence, containing putative target seed site based on the prediction of TargetScan, were cloned using the forward primer 5′ ctcgagctagtaggaaatgtggtcaaat 3′, and the reverse primer 5′ gcggccgccaactagaaaggtgcaaacatg 3′. The fragment was then ligated into the 3′ regeion of Renilla sequence in psiCheck2 vector, to generate luciferase reporter plasmids. E9.5 CMs from Dgcr8 cKO embryo were dissected and cultured *in vitro* in 96 well-plate for 16 h, before transfection of miR-541(50 nmol/L) by Lipo 2000 (Life Technologies). 6 h later, cells were transfected with reporter plasmids (80 ng/well). After 36 h, luciferase assay was performed using the Dual-Luciferase Reporter Assay System (Promega, E1910). Renilla luciferase values were normalized to firefly luciferase.

### Western blot

After miRNA transfection for 48 h, SVEC4–10 cells from each group (NC-miRNA, miR-541-5p, and miRNA-1-3p) were lysed in RIPA buffer. Cell lysates were loaded on to a 12% SDS-PAGE gel, and proteins were transferred onto nitrocellulose membranes. The membranes were blocked, followed by incubation with the primary antibody (rabbit anti-CTGF 1:1,000 (Abcam), or mouse anti-β-Actin (internal control) 1:10,000 (Abcam)) at 4 °C overnight. Membranes were then incubated with the secondary antibody (goat anti-Rabbit IgG (HRP-linked) (Jackson), 1:1,000, or goat anti-Mouse IgG (HRP-linked) (Jackson), 1:2,000) at RT. Proteins were detected using ECL solution (Millipore) and gel image system (Bio-Rad, ChemiDoc™ XRS+ System, USA).

### EC functional assays

The effects of miRNAs on mouse or human EC function were tested by vascular tube formation and scratch-wound healing assays as described in published studies (He et al., 2008; Zhang et al., 2017). In brief, for vascular tube formation assay of mouse SVEC4–10 cells (ATCC CRL-2181^TM^), 24-well plate were pre-coated with 150 μL/well Matrigel (1:1, BD Biosciences). After miRNA transfection for 24 h or 48 h, SVEC4–10 cells or human iPSC derived ECs from each group were seeded at 2 × 10^5^ cells per well and cultured at 37 °C for 12 h, 9 randomly selected fields were imaged and tube length were measured and calculated using Image J software. *n* = 3. For scratch-wound healing assay of SVEC4–10, 3 × 10^5^ cells were seeded in one well of 6-well plate, and transfected with miRNAs, 24 h after transfection, a scratch-wound were made for each group by scraping with a pipette tip. After wounding, cultures were washed twice with PBS and incubated with DMEM. Pictures were taken at 0 and 48 h after wounding and the width of the wound was measured and quantified. *n* = 3.

### Mouse ESC transfection and CM differentiation

CM differentiation from mESC R1 were performed as previously described (Ivey et al., 2008). In brief, mESCs were dissociated into single cells and resuspended in differentiation medium containing 20% FBS in DMEM. They were pipetted to form hanging drops with 1,000 cells in each 20 μL drop. 7 days later, cell aggregates in hanging drops were transferred onto gelatin coated plates. One day after plating, GFP^+^ cells could be observed. Gene expression analysis was performed on day 10.

### Construction of α-MHC-GFP reporter mouse ESC line

*α-MHC-GFP* reporter mESC R1 line was constructed using an *α-MHC-GFP* construct (Addgene plasmid 21229) (Kita-Matsuo et al., 2009) and R1 mESC followed by 400 ng/μL G418 selection for more than 2 weeks. Single *α-MHC-GFP* reporter mESC clone was verified, expanded and used for CM differentiation experiments.

### Statistical analysis

Experiments in this study were done from three biological repeats when possible. Data were presented as mean ± s.e.m. calculated using Microsoft Excel. Statistical differences were determined by unpaired two-tailed Student’s *t*-test. *P*-values < 0.05 were considered statistically significant. No statistical method was used to pre-determine sample size. No samples were excluded for any analysis.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary material 1

Supplementary material 2

Supplementary material 3

Supplementary material 4

Supplementary material 5

Supplementary material 6

Supplementary material 7

Supplementary material 8 (MOV 1485 kb)

Supplementary material 9 (MOV 2091 kb)

Supplementary material 10 (MOV 3928 kb)

Supplementary material 11 (MOV 1910 kb)

Supplementary material 12 (MOV 4663 kb)

Supplementary material 13 (MOV 3856 kb)

# Supplementary material for: Dgcr8 deletion in the primitive heart uncovered novel microRNA regulating the balance of cardiac-vascular gene program
**Source:** Protein Cell. 2018 Aug 20;10(5):327–46. doi: 10.1007/s13238-018-0572-1
**Supplement:** Supplementary file 1 — Supplementary material 1

## Supplemental information: 6 supplemental figures

**Figure S1. Phenotype of *Mesp1*<sup>Cre/+</sup> ; *Dgcr8*<sup>loxP/loxP</sup> ; *Rosa26*<sup>mT/mG</sup> <sup>+/+</sup> embryos at different developmental stages, related to Figure 1.**

**Figure S2. Gene expression difference between Control and *Dgcr8* cKO embryos, related to Figure 2.**

**Figure S3 Quality control, cell type identification, and gene cluster analysis for single cell RNA sequencing samples, related to Figure 3.**

**Figure S4. Introducing MiR-541 back into *in vitro* cultured cKO cardiomyocytes lead to change in global gene expression, related to Figure 6.**

**Figure S5. MiRNA-541 target gene analysis, related to Figure 6.**

**Figure S6. MiR-541 perturbed endothelial gene expression and function, related to Figure 7.**

## Figure S1

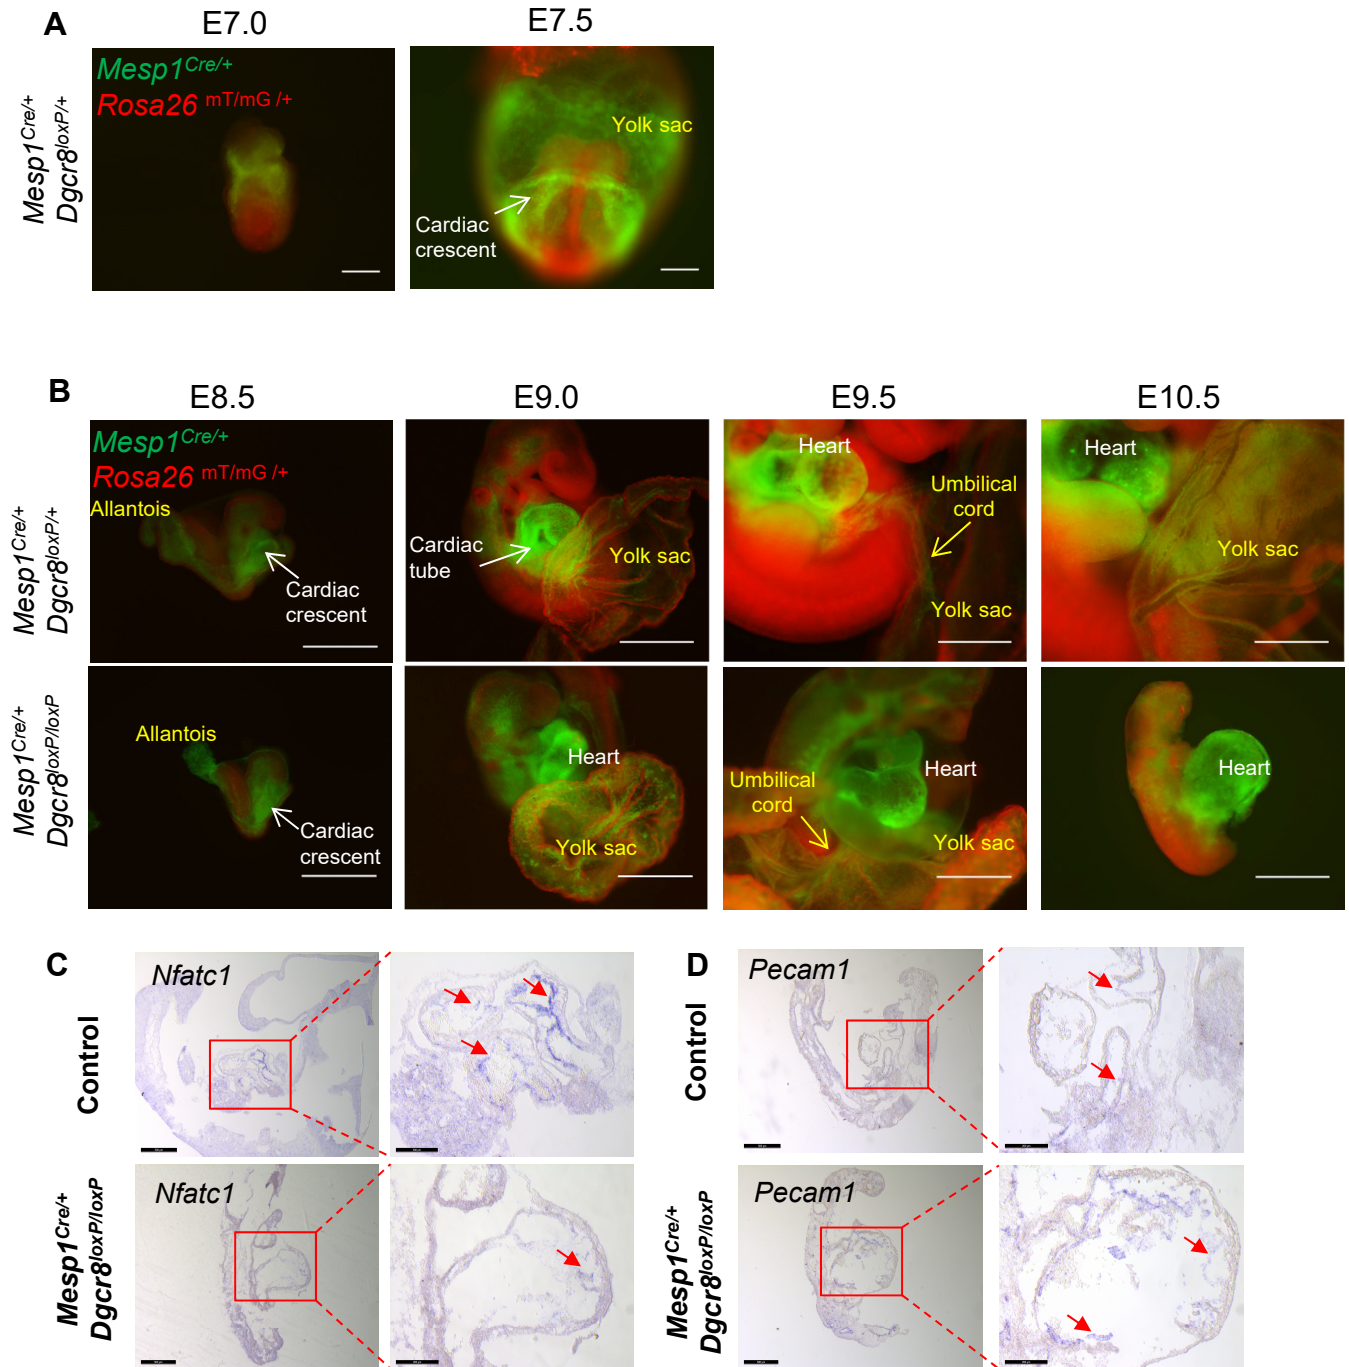

**Figure S1. Phenotype of *Mesp1<sup>Cre/+</sup>*; *Dgcr8<sup>loxP/loxP</sup>*; *Rosa26<sup>mT/mG/+</sup>* embryos at different developmental stages, related to Figure 1.** **A**, Fluorescence images of *Mesp1<sup>Cre/+</sup>*; *Rosa26<sup>mT/mG/+</sup>* embryos at E7.0 and E7.5. *Mesp1* lineage cells in green and other cells in red. **B**, Fluorescence images of *Mesp1<sup>Cre/+</sup>*; *Dgcr8<sup>loxP/+</sup>*; *Rosa26<sup>mT/mG/+</sup>* and *Mesp1<sup>Cre/+</sup>*; *Dgcr8<sup>loxP/loxP</sup>*; *Rosa26<sup>mT/mG/+</sup>* embryos at E8.5, E9.0, E9.5, and E10.5. *Mesp1* lineage cells in green and other cells in red. Note that by E10.5, the *Dgcr8* cKO embryo already degenerated but the heart was still severely enlarged. Scale bar: 1 mm. **C-D**, *Nfatc1* (C) and *Pecam1* (D) expression in Control and cKO heart. Arrow highlights gene expression. Scale bar: 500  $\mu$ m. Magnified view scale bar: 200  $\mu$ m.

# Figure S2

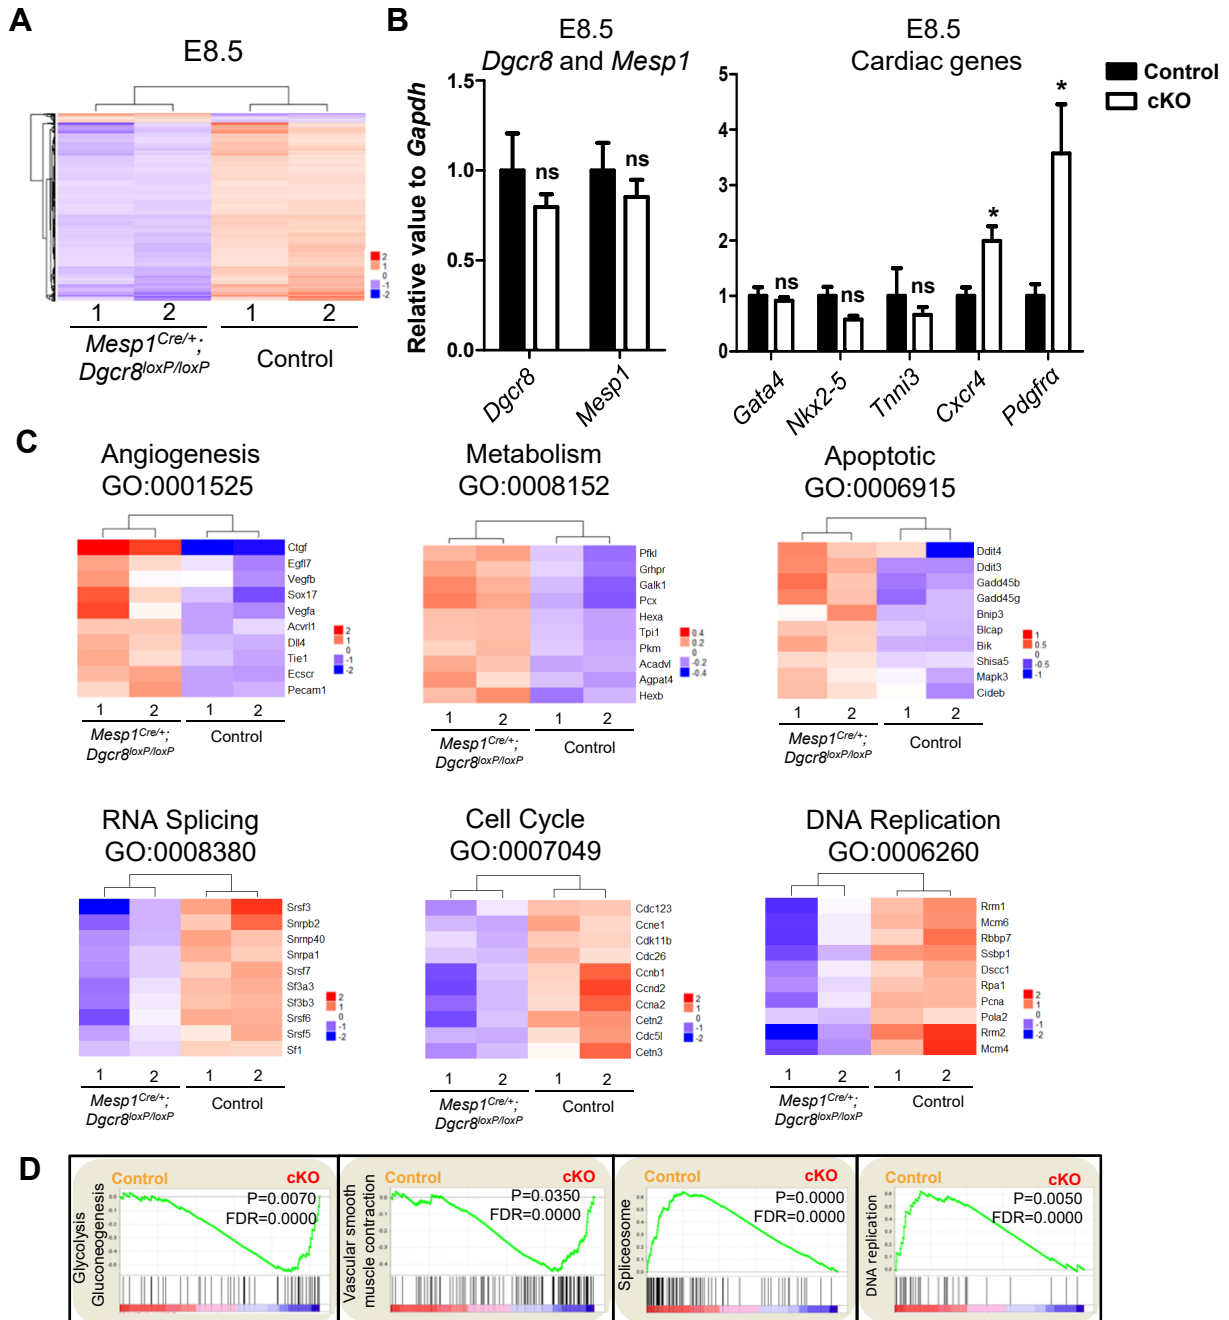

**Figure S2. Gene expression difference between Control and *Dgcr8* cKO embryos, related to Figure 2.**

**A**, Heatmap showing difference of gene expression in E8.5 Control and *Dgcr8* cKO hearts. Values represent normalized mean centered log2 of FPKM for each sample. Significantly up and down-regulated transcripts are shown in red and blue colors respectively (n = 2). **B**, Q-PCR analysis of expression levels of *Dgcr8* and *Mesp1*, cardiac marker and progenitor cell marker genes in E8.5 Control and *Dgcr8* cKO heart tubes. Mean  $\pm$  s.e.m. are shown from three biological repeats. Student's t test was used: \* P<0.05. **C**, Heatmaps of E9.5 cKO hearts enriched genes belonging to the following GO classes: angiogenesis, metabolism, apoptotic; and Control hearts enriched genes of the GO classes: RNA splicing, cell-cycle, DNA-replication. Values represent normalized mean centered log2 of FPKM for each sample. **D**, GSEA graphs of selective pathway genes enriched in E9.5 Control and *Mesp1*<sup>Cre/+</sup> *Dgcr8*<sup>loxP/loxP</sup> embryonic hearts. P < 0.05, FDR < 0.25.

# Figure S3

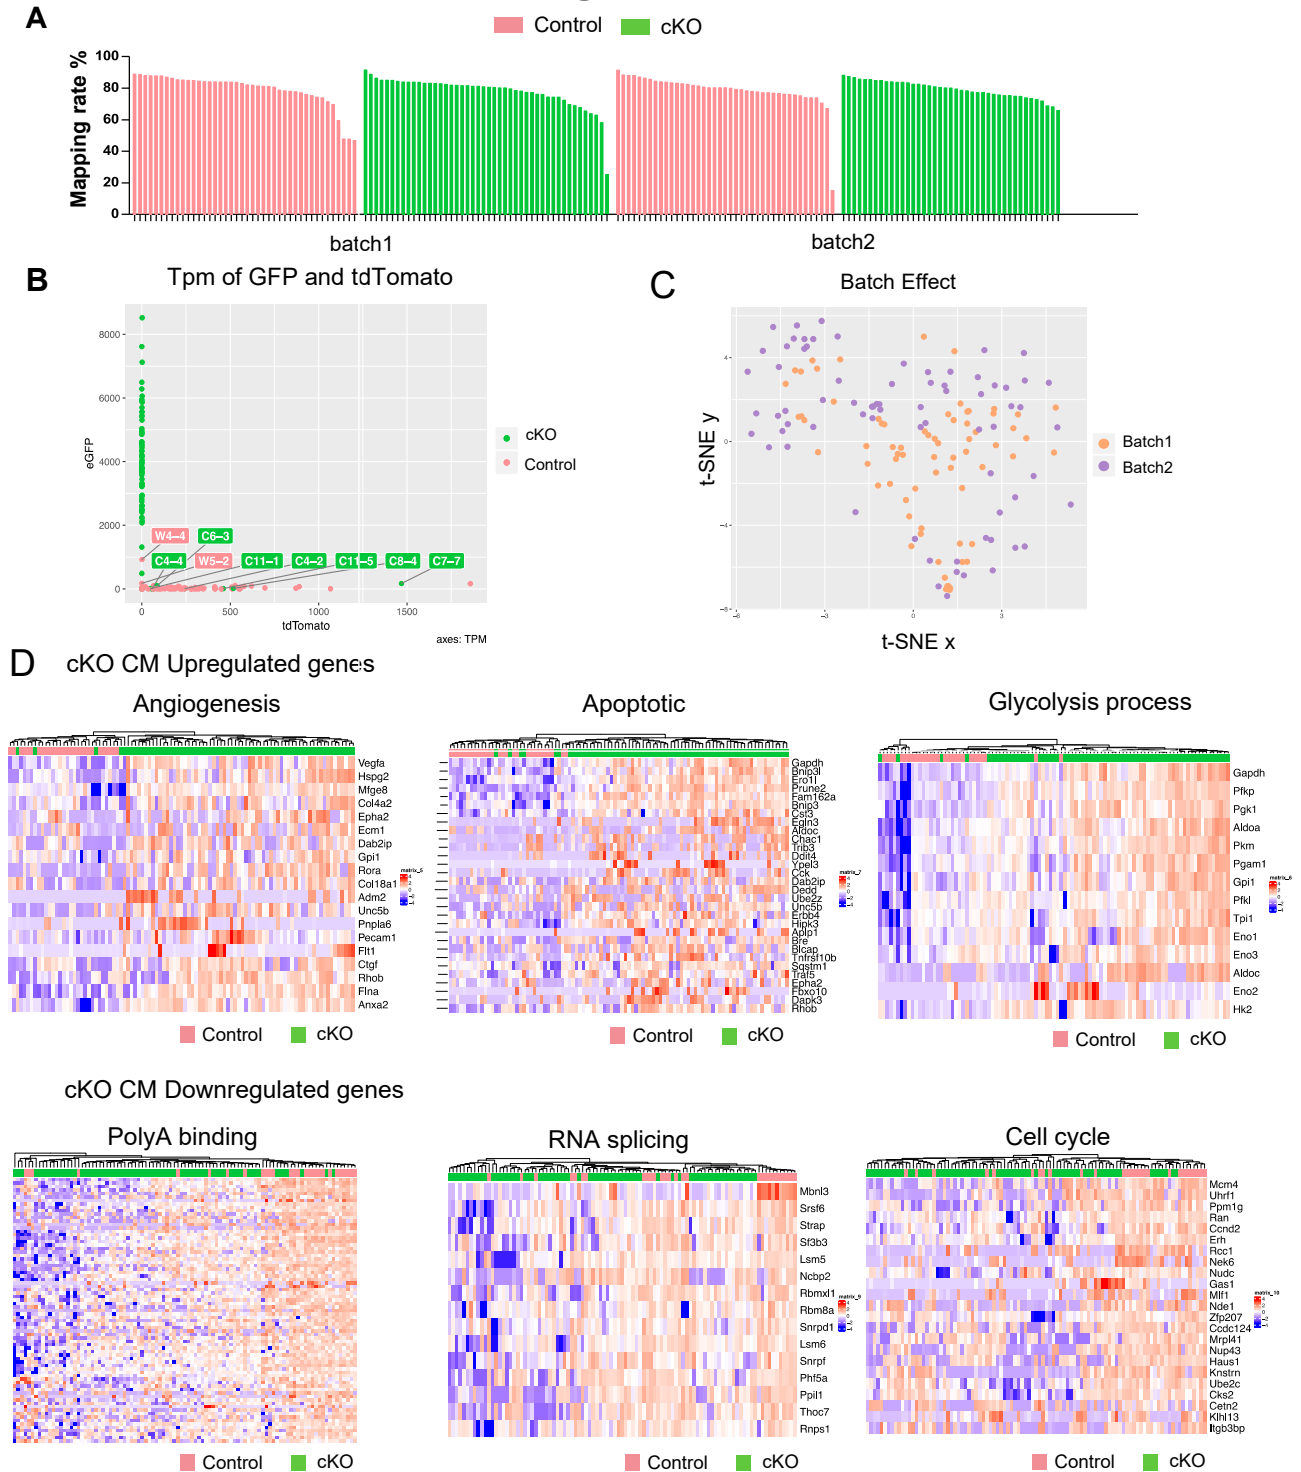

**Figure S3 Quality control, cell type identification, and gene cluster analysis for single cell RNA sequencing samples, related to Figure 3. A, Bar plot of mapping rates to mouse mm10 reference genome of all single cell sample. B, Dot plot showing GFP and tdTomato expression level in single cell samples from Control (*Dgcr8*<sup>loxP/loxP</sup>; *Rosa26*<sup>mT/mG/+</sup>) and cKO (*Mesp1*<sup>Cre/+</sup>*Dgcr8*<sup>loxP/loxP</sup>; *Rosa26*<sup>mT/mG/+</sup>), respectively. C, t-SNE Graph showing no batch effect from single cell samples in two sequencing batches (76 samples for batch1 and 76 samples for batch2). D, Heatmap representation of selected genes down or upregulated in cKO CMs. Values represent z-scored log2 (tpm+1) for each sample. Red and blue colors representing higher and lower expressed genes, respectively.**

# Figure S4

**A**

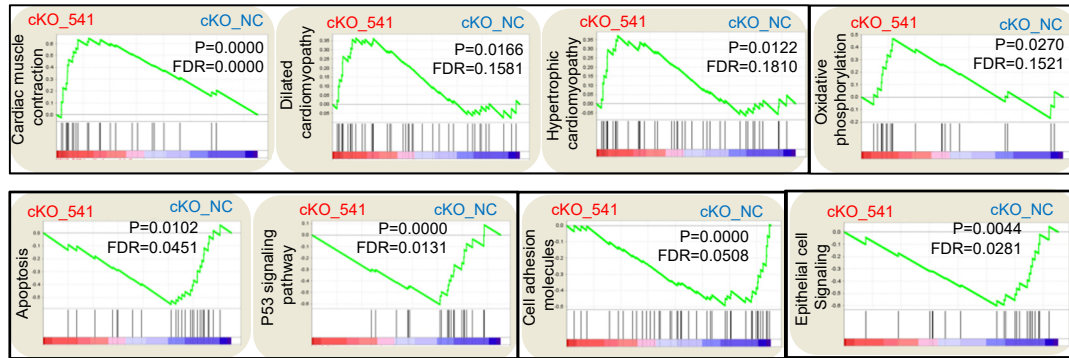

**B**

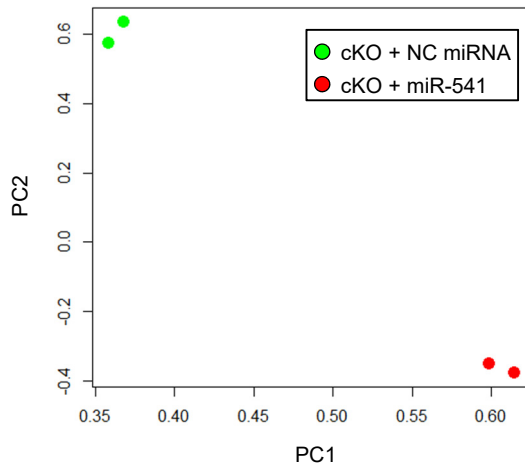

**Figure S4. Introducing MiR-541 back into *in vitro* cultured cKO CMs lead to change in global gene expression, related to Figure 6. A, GSEA graph of selective pathway genes highly represented in cKO CMs transfected with miR-541(cKO\_541) or NC-miRNA (cKO\_NC).  $P < 0.05$ ,  $FDR < 0.25$ . B, PCA of global gene expression in cKO cardiomyocytes transfected with miR-541 and NC-miRNA.**

# Figure S5

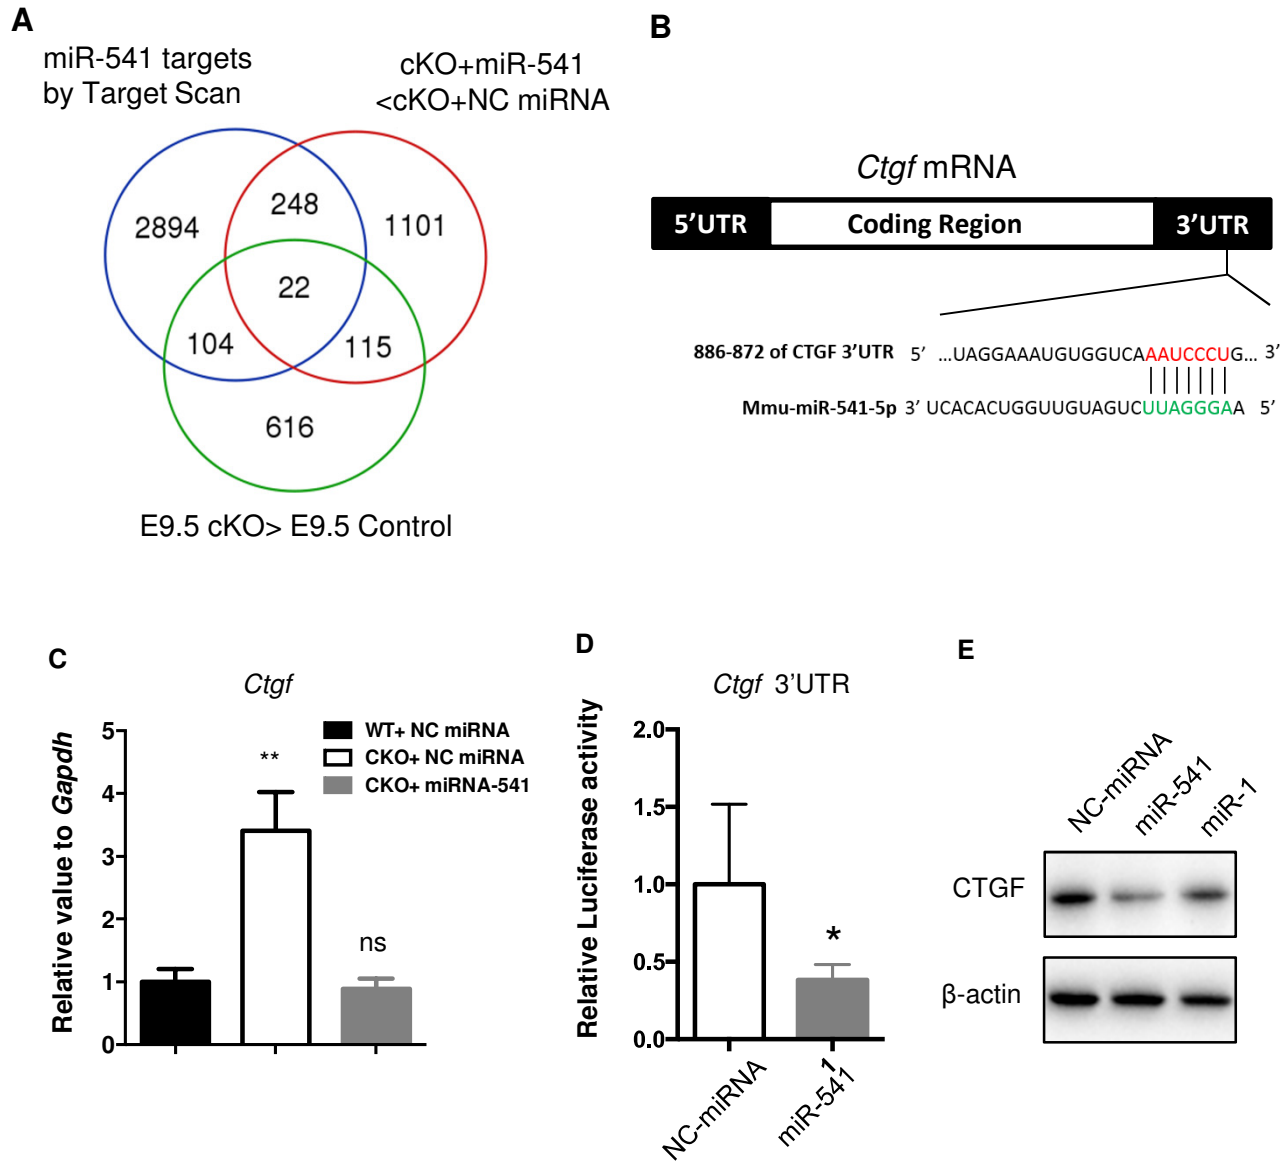

**Figure S5. MiRNA-541 target gene analysis , related to Figure 6. A,** Venn diagram depicting number of putative target genes of miR-541 predicted by TargetScan (blue) that overlapped with genes upregulated in E9.5 *Dgcr8* cKO heart (green), and downregulated in miR-541 transfected cKO CMs (red). **B,** A putative mmu-miR-541-5p targeting site on the 3' UTR of *Ctgf* predicted by TargetScan. **C,** Q-PCR analysis of *Ctgf* expression in Control and *Dgcr8* cKO CMs 48 h after NC-miRNA or miR-541 transfection. Mean  $\pm$  s.e.m. from three biological repeats are shown. \*\* $P < 0.01$ . **D,** Bar graph showing luciferase activity of a reporter construct with the *Ctgf* 3' UTR containing the miR-541 putative target site. E9.5 *Dgcr8* cKO CMs were transfected with reporter plasmids and either miR-541 mimics or control mimics. Values were normalized with blank psiCheck2 vector for each mimic group, \* $P < 0.05$ . **E,** Western blot for CTGF expression in SVEC4-10 cells 48h after NC-miRNA, miR-541 and miR-1 transfection.

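The site drawn in Fig. S5B, UAGGAAAUGUGGUCAAAUCCCUG, occurs 1 time in Ctgf, on the plus strand of chromosome 10 of mm9 from 24318270 to 24318292. It starts at nucleotide 853 of the 1072-nt 3′ UTR (24317418 to 24318489). The part that pairs with the seed of miR-541-5p, nucleotides 2 to 8 of the miRNA, lies at 868 to 874 of the 3′ UTR and is the only match to that seed there. The luciferase primers of the paper enclose 191 bp from 24318266 to 24318456, which holds this site and also the miR-133a-3p seed match at 1006 to 1012 of the 3′ UTR. In the small RNA libraries of E9.5 WT hearts, miR-541-5p held 1.088% ± 0.043 and each miR-133a-3p entry 1.208% ± 0.029 of mature reads (SD, n = 2). The paper tested its reporter with miR-541 or control mimics in E9.5 Dgcr8 cKO CMs, which it describes as free of miRNAs. The WT shares are therefore not those of the cells in that assay. The Venn diagram in panel A counts genes predicted by TargetScan, a program that searches 3′ UTRs for such seed matches. The q-PCR values of panel C compare transcript levels after transfection, and neither these nor the gene lists of panel A were analysed here.

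**Figure D5:**
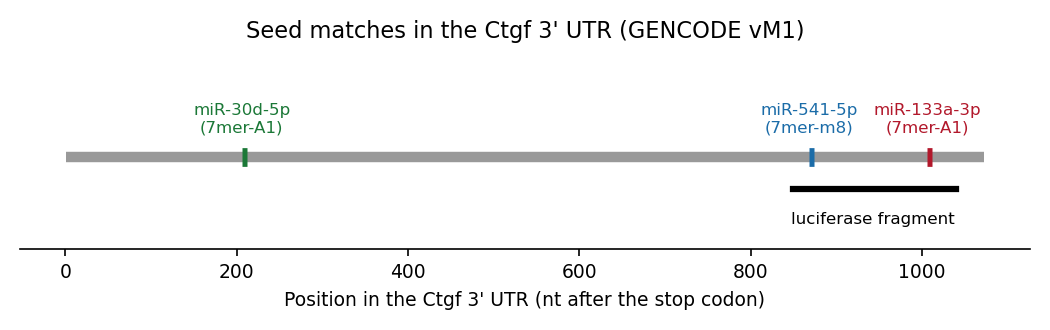
Map of the Ctgf 3′ UTR, with the position in nt after the stop codon on the x axis and seed matches of miR-541-5p (868 to 874), miR-133a-3p (1006 to 1012) and miR-30d-5p (ending at 212) in colour. The black bar is the 191-bp luciferase fragment, which encloses the miR-541-5p and miR-133a-3p matches.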

## Figure S6

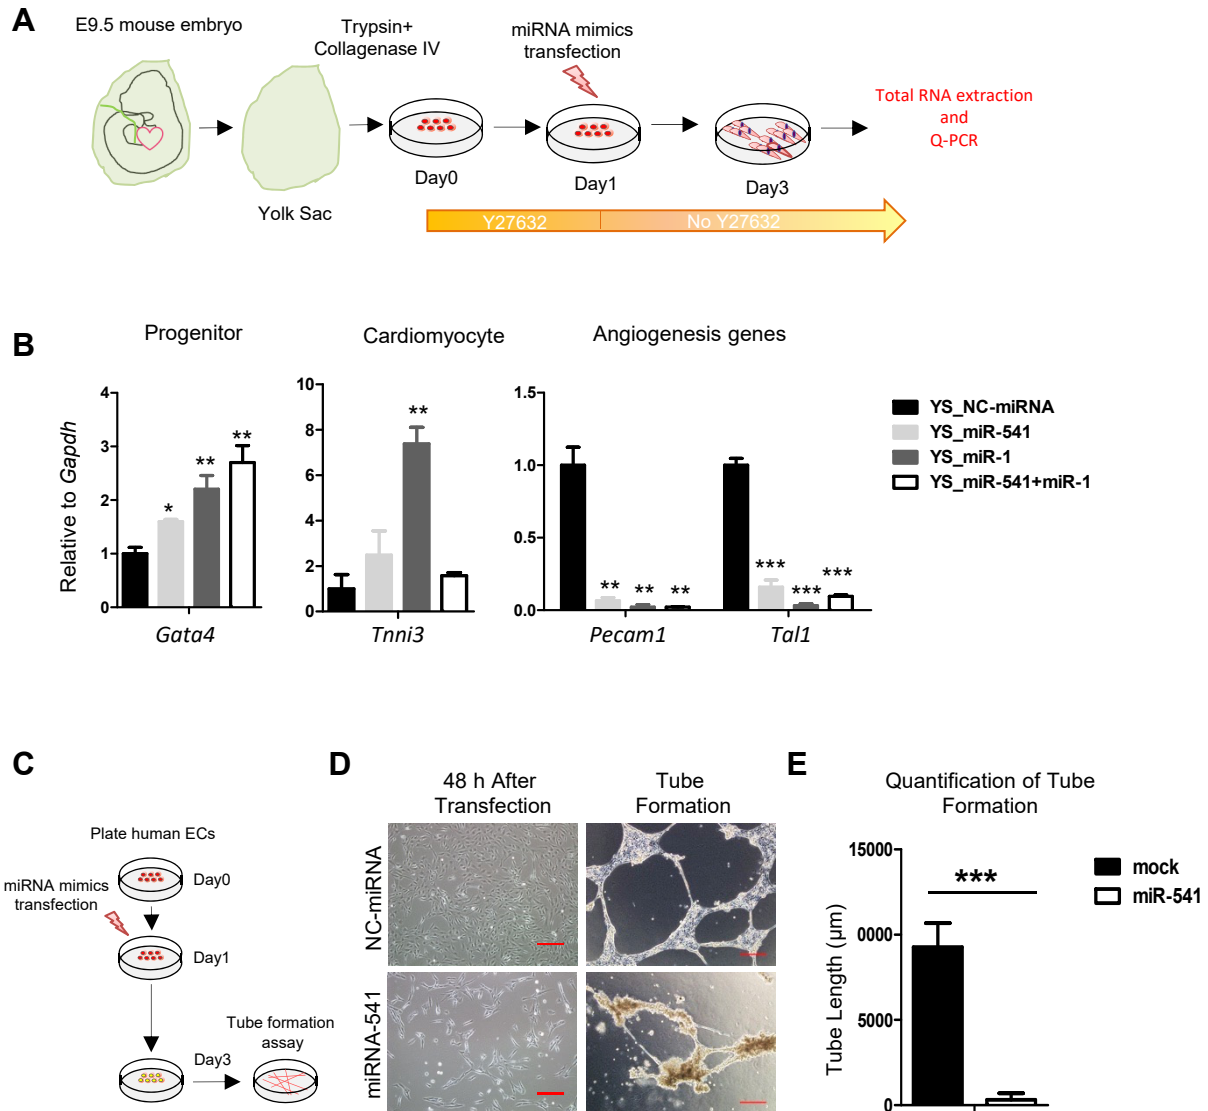

**Figure S6. MiR-541 perturbed endothelial gene expression and function, related to Figure 7.**

**A**, Schematic view of miR-1 and miR-541 transfection into *in vitro* cultured Control yolk sac cells. **B**, Q-PCR analysis of gene expression in Control yolk sac cells after transfection with NC-miRNA, miR-1, or miR-541 and cultured for 48 h. Data represent mean  $\pm$  s.e.m. from three biological repeats. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.0001$  when compared to YS\_NC-miRNA using Student's unpaired t-test. **C**, Schematic view of miR-541 transfection and endothelial function analysis in human iPSC derived ECs. **D**, Images of human EC tube formation assay. ECs were differentiated from human iPSCs. Note that miR-541 also strongly inhibited human EC tube formation. **E**, Quantification of tube length in (D). Mean  $\pm$  s.e.m. from three biological repeats are shown. \*\*\* $P < 0.0001$ .

# Supplementary material for: Dgcr8 deletion in the primitive heart uncovered novel microRNA regulating the balance of cardiac-vascular gene program
**Source:** Protein Cell. 2018 Aug 20;10(5):327–46. doi: 10.1007/s13238-018-0572-1
**Supplement:** Supplementary file 2 — Supplementary material 2

**Table S1. Primers for Q-PCR**

| **Gene** | **Accession** | **Forward** | **Reverse** | **Tm.** |
| --- | --- | --- | --- | --- |
| *Gapdh* | NM_008084.3 | 5’ttcaccaccatggagaaggc3’ | 5’ggcatggactgtggtcatga3’ | 60 |
| *Dgcr8* | NM_033324.2 | 5’cacggctaaagcaatcgttc3’ | 5’cctgttcccaagaagtagggt3’ | 60 |
| *Mesp1* | NM_008588.2 | 5’cccaggaaaggcaggaaatg3’ | 5’gtgccaagaccaaaggaaaagt3’ | 60 |
| *Nkx2-5* | NM_008700.2 | 5’ttcgccccccaagtgctctc3’ | 5’tccgtctcggctttgtccag3’ | 60 |
| *Gata4* | NM_008092.4 | 5’ aagacaccccaatctcgatatg3’ | 5’gatgccgttcatcttgtgatag3’ | 60 |
| *Tnni3* | NM_009406.4 | 5’ttggatgggctgggctttgaa3’ | 5’gcagagatcctcactcttcgg3’ | 60 |
| *Tbx5* | NM_011537.3 | 5’ttagggtcccagtaccagtgtg3’ | 5’tctccatgtacggcttcttatag3’ | 60 |
| *Isl1* | NM_021459.4 | 5’agcagcaacccaacgacaaaacta3’ | 5’gtatctgggagctgcgaggacat3’ | 60 |
| *Hand1* | NM_008213.2 | 5’ggtcggcaggtccttcgtgtc3’ | 5’gtgcggcgggtgtgagtgg3’ | 60 |
| *Ctgf* | NM_010217.2 | 5’ggcctcttctgcgatttcg3’ | 5’gcagcttgacccttctcgg3’ | 60 |
| *Pecam1* | NM_001032378.2 | 5’acgctggtgctctatgcaag3’ | 5’tcagttgctgcccattcatca3’ | 60 |
| *Sox17* | NM_011411 | 5’gatgcgggatacgccagtg3’ | 5’ccacctcgcctttcaccttta3’ | 60 |
| *Ecscr* | NM_001033141.1 | 5’atgcttcgagacatttctctgg3’ | 5’tgtcgtaggttgagagctgtag3’ | 60 |
| *Acvrl* | NM_001277255.1 | 5’ttggtgcagaggacggtag3’ | 5’tgctcatctcgtgaggagaaaat3’ | 60 |
| *CyclinD2* | NM_009829.3 | 5’gagtgggaactggtagtgttg3’ | 5’cgcacagagcgatgaaggt3’ | 60 |
| *Egfl7* | NM_178444.4 | 5’agcacctaccgaaccatctac3’ | 5’tgtctggcaagtatctccctg3’ | 60 |
| *Tal1* | NM_011527.3 | 5’actaggcagtgggttctttgg3’ | 5’cccggctgttggtgaagat3’ | 60 |
| *Cxcr4* | NM_009911.3 | 5’gtgaccgcctttaccccgatagc3’ | 5’tgacccccaaaaggatgaaggagt3’ | 60 |
| *Pdgfrα* | NM_001083316.2 | 5’ctggtgcctgcctcctatgac3’ | 5’cacgatcgtttctcctgccttat3’ | 60 |
| *mmu-miR-1a-3p* | MIMAT0000123 | 5’tggaatgtaaagaagtatgtat3’ | 5’gcgagcacagaattaatacgact3’ | 60 |
| *mmu-miR-541-5p* | MIMAT0003170 | 5’aagggattctgatgttggtcacact3’ | 5’gcgagcacagaattaatacgact3’ | 60 |

# Supplementary material for: Dgcr8 deletion in the primitive heart uncovered novel microRNA regulating the balance of cardiac-vascular gene program
**Source:** Protein Cell. 2018 Aug 20;10(5):327–46. doi: 10.1007/s13238-018-0572-1
**Supplement:** Supplementary file 5 — Supplementary material 5

**Table S4. Expression of E9.5 embryonic heart enriched miRNAs (Top30), related to Figure 4**

| **MiRNA** | **Mature Read Counts**  **Sample 1** | **Mature Read Counts**  **Sample 2** |
| --- | --- | --- |
| mmu-miR-1a-1-3p | 492873 | 503921 |
| mmu-miR-1a-2-3p | 492871 | 503920 |
| mmu-miR-143-3p | 361567 | 297669 |
| mmu-miR-148a-3p | 324560 | 254949 |
| mmu-miR-127-3p | 233421 | 253401 |
| mmu-miR-21a-5p | 186562 | 160726 |
| mmu-miR-126a-3p | 143108 | 138053 |
| mmu-miR-335-3p | 128378 | 128846 |
| mmu-miR-378a-3p | 102578 | 100050 |
| mmu-miR-92a-1-3p | 100633 | 112216 |
| mmu-miR-381-3p | 87372 | 76801 |
| mmu-miR-92a-2-3p | 79713 | 90257 |
| mmu-miR-26a-5p | 78821 | 87796 |
| mmu-miR-434-5p | 63877 | 75784 |
| mmu-miR-133a-3p | 60757 | 57080 |
| mmu-miR-370-3p | 60208 | 59847 |
| mmu-miR-541-5p | 52269 | 53743 |
| mmu-miR-25-3p | 47814 | 55096 |
| mmu-miR-7a-5p | 47728 | 42979 |
| mmu-miR-30d-5p | 42326 | 40448 |
| mmu-miR-218-5p | 36815 | 35377 |
| mmu-miR-27b-3p | 36361 | 30701 |
| mmu-miR-30a-5p | 34807 | 29554 |
| mmu-miR-145a-5p | 30909 | 30005 |
| mmu-miR-379-5p | 30072 | 23491 |
| mmu-miR-30c-5p | 29651 | 29928 |
| mmu-miR-20a-5p | 28910 | 26766 |
| mmu-miR-351-5p | 25937 | 35975 |
| mmu-miR-151-3p | 24713 | 27578 |
| mmu-miR-532-5p | 23542 | 21922 |

# Supplementary material for: Dgcr8 deletion in the primitive heart uncovered novel microRNA regulating the balance of cardiac-vascular gene program
**Source:** Protein Cell. 2018 Aug 20;10(5):327–46. doi: 10.1007/s13238-018-0572-1
**Supplement:** Supplementary file 7 — Supplementary material 7

**Table S6. Genotype of embryos used in different series of experiments**

**Table S6A. Embryo genotypes used for RNA-seq studies.**

|  | *Mesp1^Cre/+^Dgcr8^loxP/+^* ×  *Dgcr8^loxP/loxP^ Dgcr8^loxP/loxP^*; *ROSA26^mTmG/ mTmG^* | | | |
| --- | --- | --- | --- | --- |
| Genotype | *Mesp1^Cre/+^*  *Dgcr8^loxP/ loxP^*  *ROSA26^mTmG/+^* | *Mesp1^Cre/+^*  *Dgcr8^loxP/+^*  *ROSA26^mTmG/+^* | *Mesp1^+/+^*  *Dgcr8^loxP/ loxP^*  *ROSA26^mTmG/+^* | *Mesp1^+/+^*  *Dgcr8^loxP/+^*  *ROSA26^mTmG/+^* |
| Phenotype | **Dilated heart** | Normal heart,  live born and normal life span | Normal heart,  live born and normal life span | Normal heart,  live born and normal life span |
| Experiment | Bulk RNA-seq and sc RNA-seq |  | Bulk RNA-seq and sc RNA-seq |  |
| Group | Dgcr8 cKO |  | Control |  |

**Table S6B. Embryo genotypes used for immunostaining and Calcium transient studies.**

|  | *Mesp1^Cre/+^Dgcr8^loxP/+^* × *Dgcr8^loxP/loxP^* | | | |
| --- | --- | --- | --- | --- |
| Genotype | *Mesp1^Cre/+^*  *Dgcr8^loxP/ loxP^* | *Mesp1^Cre/+^*  *Dgcr8^loxP/+^* | *Mesp1^+/+^*  *Dgcr8^loxP/ loxP^* | *Mesp1^+/+^*  *Dgcr8^loxP/+^* |
| Phenotype | **Dilated heart** | Normal | Normal | Normal |
| Experiment | Immunostaining, Calcium transient assay |  | Immunostaining, Calcium transient assay |  |
| Group | Dgcr8 cKO |  | Control |  |

How the deposited data were processed for this re-analysis (not part of the article)

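The small RNA libraries of 2 samples of E9.5 WT hearts, sequenced on HiSeq2500 as single-end reads of 50 nt, were analysed from the processed tables. The bulk and single-cell RNA-seq, q-PCR, transfection and luciferase experiments were not analysed here. The authors mapped clean reads to mm9 with miRDeep2, separately for each replicate, and deposited raw counts of reads on each known precursor, without normalization, together with the miRDeep2 score of each precursor, a log-odds score, and other text columns such as the estimated probability of a true positive. The tables hold precursors of known miRNAs only, so results that need predicted precursors outside the annotation were left out. The scores are rounded in the deposited tables and were used only to count precursors below 0. Versions of miRDeep2 and miRBase, adapter trimming and length filters were not found in the paper or its supplements.

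Positions in the tables were brought to coordinates that count from 1 with both ends included, after which all 620 precursor sequences were identical to the reference NCBIM37, the assembly that mm9 names. Genes, introns, exons and 3′ UTRs are those of GENCODE vM1. Where the tables state that the reads lie on the arm opposite the named one, the miRNA was named by the arm with the reads. Names were compared with those of Fig. 4A without the arm. Entries of the replicates were paired when they overlapped by at least 50% of both precursors on the same strand. All reads of the precursor equalled the sum of mature, loop and star reads in every entry except miR-26a-5p on chromosome 10 in replicate 2, where 87955 exceeded the sum of 87798 by 157.

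Each precursor entry was counted as its own item by its mature reads, and its share is the percent of all mature reads of the replicate, 4942257 in replicate 1 and 4806179 in replicate 2. Of those reads, 26.8% and 27.2% lay at further entries with the same mature sequence as a higher one. Table S4 lists entries of the same name once, which is a further way of counting. Shares are means with SD over 2 replicates, and the confidence intervals of single-sample shares are 95% Wilson intervals. Ranks use entries listed in both replicates. A cluster is a run of precursors on one strand with gaps of at most 10 kb.

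There is 1 group of samples, so no conditions were compared. The replicates were tested against each other by the exact binomial test, with Benjamini-Hochberg adjustment, and by a chi-square test over all entries. These tests and the Wilson intervals cover read-counting error only, not variation between samples. The common dispersion came from edgeR 4.0.16 with an intercept-only design, and alternative scalings from edgeR's TMM and DESeq2 1.42.0 under R 4.3.3. Relations of the log2 ratio between replicates with GC content, length and abundance were computed across miRNAs, which are not independent replicates, on 1 entry per mature sequence with at least 100 mature reads in both replicates. They are given as Spearman and Pearson coefficients with 100000 permutations. Scripts ran under Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The binomial test was tested on simulated data with 198 changed entries, of which it recovered 77.8%, and all 105 of those with at least 1000 reads in sum, with 1.9% false calls. The changes had 1 fixed size and the simulated counts had sampling noise only. They lacked the larger spread between the replicates, so these rates do not carry over to the calls on the data. A common dispersion set to 0.01 was returned as 0.0104, whereas that of the data was 0.0232.

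Seed matches were sought in the 3′ UTR of Ctgf, as 6 bases that pair with nucleotides 2 to 7 of the miRNA, extended by a pair at nucleotide 8 or an A opposite nucleotide 1. For miR-541-5p they were also sought in Egfl7, Vegfb, Hif3a, Flna and Hspg2. Egfl7 and Hif3a had 1 such match each, and Vegfb, Flna and Hspg2 had 0. The rule for choosing the transcript was changed after earlier counts had been seen, so these counts decide nothing about those targets. The text names the miRNAs that the paper names in its account of the sequencing, the 20 names of Fig. 4A, the 10 entries with the highest mean share, a list of marker miRNAs of cell types, and the 5 with the largest absolute log2 ratio between replicates among entries with at least 1000 mature reads in both and an adjusted p under 0.05. This rule was written before the processed tables were opened and after Table S4 had been read. Alternatives counted each mature sequence once, used all reads of the precursor, kept entries with at least 10 mature reads in both replicates, ranked by summed raw counts, widened the cluster gap to 50 kb, left out each replicate, and varied scaling and read minimums. Counting entries of the same name once, pooling the reads of both replicates, using a single miR-1a entry, and leaving out entries whose mature arm differs between the replicates were added after seeing the data.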

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

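MiRNAs listed here as markers of cell types other than those of the heart were detected above the floor set at 3 reads. That floor is 6.07e-05% in replicate 1 and 6.24e-05% in replicate 2, and the paper does not discuss these miRNAs. They come from a list written before the test and compiled without a literature search, so how specific they are to these cell types was not checked. There were no control samples against which to compare them. As mean percent of mature reads over the 2 replicates, the markers of pluripotent cells held 0.403, of erythroid cells 0.126, of liver 0.0488, of white blood cells 0.00445, of neural tissue 0.00425 and of skeletal muscle 0.00389. The pluripotent share was mostly miR-302b-3p (0.203%) and miR-302d-3p (0.168%), and the liver share was miR-122-5p with 2083 and 2664 mature reads. The erythroid share was mostly miR-486a-5p (0.123%), with miR-451a at 0.0026%. MiR-223 and miR-302a were not listed in either replicate, miR-144-5p was listed only in replicate 2 with 73 mature reads, and miR-124-5p only in replicate 1 with 2, below the floor.

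A candidate explanation is RNA of adjacent tissue carried over in 1 dissection more than in the other. If all sources are carried over together, this predicts that every source is higher in the same replicate. Of the 6 sources, 3 had a higher share in replicate 2 and the others in replicate 1. Some of these differences lay within sampling noise, as in skeletal muscle (0.00388% and 0.00389%). Past the adjusted threshold of the exact binomial test, miR-122-5p of liver and miR-486a-5p, listed for erythroid cells, were higher in replicate 2. MiR-451a, also listed for erythroid cells, did not differ (adjusted p = 0.95, same test). MiR-9-5p of neural tissue and miR-302d-3p of pluripotent cells were higher in replicate 1. These opposite shifts speak weakly against carry-over of all sources together, although that prediction was written after the shares had been seen. They cannot decide on carry-over that differs by tissue, with 1 source higher in 1 dissection and another in the other. Another candidate explanation is reads of a more abundant miRNA with a near-identical sequence, a prediction written before its test. Only 1 of 11 marker entries, miR-302d-3p, lay within 2 edits of a more abundant miRNA of another name. MiR-206-3p (UGGAAUGUAAGGAAGUGUG) lay past this limit only with the longer 3′ end of miR-1a (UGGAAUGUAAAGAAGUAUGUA) counted. The test therefore does not exclude such reads for miR-206-3p, the only skeletal muscle marker. Carry-over of other tissue to a similar degree in both replicates, reads from other libraries of the same run, and expression of these miRNAs in heart cells themselves were not tested, since no sample of another tissue or stage was among those analysed. No biological explanation was tested.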

How the results depend on the processing

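The main settings and 76 of the 84 alternative values were chosen before the processed files arrived, and the other 8 after seeing the data. For 20 of the 84, the shares and the ratio of miR-1 without either replicate in turn, the limit of 1 SD cannot be passed with 2 replicates, so they test nothing. Of the other 64, 43 stayed within the limit set for the result, which was the SD of the replicates for a share, ratio or rank, 1.5 times the main value for a count, and the same side of the test for the relation with GC content. The other 21 moved past it, and 0 reversed. Among the 43, some could not move. The ratio of miR-1 to the next miRNA divides the same counts when each mature sequence is counted once. The same holds when entries need at least 10 mature reads in both replicates. Under every alternative 5 results stayed within their limits, although their values changed. The ratio of miR-1 to the next miRNA was 1.53 in the main setting and 1.51 with all reads of the precursor, against 1.36 and 1.69 in the single replicates, and the overlap with Fig. 4A fell from 20 to 18 with each mature sequence counted once. Detected entries ran from 305 to 471, and the Spearman rho with GC content from 0.345 to 0.383. The entries that differ between the replicates were 177 of 431, and 137 of 350 with each mature sequence counted once, of which 97 were higher in replicate 2. Leaving out entries whose mature arm differs between the replicates, a choice made after seeing the data, gave 175 of 426 and a rho of 0.377. Which entries differed depended on the scaling. Of the entries that differed, 119 of 177 had a higher share of all mature reads in replicate 2 under totals of mature reads. This held for 87 of 179 under edgeR's TMM and 82 of 179 under DESeq2's size factors. Direction was taken from the shares each time, so directions under the other 2 scalings were not counted.

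Counting each mature sequence once moved every share. The share of miR-1 was 14.0%, of miR-541-5p 1.49%, of miR-126a-3p 3.95%, of miR-378a-3p 2.85%, of miR-26a-5p 2.34%, of miR-133a-3p 1.66%, of the miR-30 family 3.49%, of the top 20 73.8% and of the cluster 8.08%, and miR-541-5p ranked 15. This setting removes the 26.8% and 27.2% of mature reads that lie at further entries with the same mature sequence, which could explain why miRNAs with 2 entries of the same sequence fell and those with 1 rose. Counting all reads of the precursor adds star and loop reads and gave 2.97% for miR-126a-3p, 2.04% for miR-378a-3p, 2.48% for miR-133a-3p, 2.87% for the miR-30 family and 67.6% for the top 20. Keeping entries with at least 10 mature reads in both replicates moved miR-378a-3p to 2.09%, a small change past a replicate SD of 0.004. Without either replicate in turn, the rank of miR-541-5p ran from 21 to 22.

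Chosen after seeing the data, counting entries of the same name once gave 23.6% for miR-1, 74.4% for the top 20 and rank 17 for miR-541-5p, and a single miR-1a entry over all entries gave 10.2%. Alternatives and a result that need precursors outside the annotation could not be run, because these are not in the files analysed here. The replicate block was not run because there is 1 group and no groups were compared. With 2 replicates the SD of each share is itself imprecise, and an entry of a few reads can be missing from a replicate at this depth.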

Differences from the paper's values

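The values compared were the paper's share of miR-1 and the counts of Table S4. None differed from the value computed here by more than the replicate SD and more than 1.5 times. The paper's number of reads per sample was not compared, because the deposited counts cover only reads on known precursors. The paper's reported share of miR-1 is 20.45%, against 20.46% ± 0.72 (SD, n = 2) with each precursor entry counted. Pooling the reads of both replicates, which was chosen after seeing the values, gave 20.45%. Of other ways chosen after seeing the data, counting entries of the same name once gave 23.6%. A single miR-1a entry gave 10.2%, which lies past the rule above. The alternatives set before the files arrived gave from 14.0% to 20.97%, none past the rule. The 60 counts of Table S4 were equal to the deposited ones.

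The paper places miR-541-5p in the top 20. Here it ranked 21 by entry, 15 with each mature sequence counted once, an alternative set before the files arrived, and 17 with entries of the same name counted once, an alternative chosen after seeing the values. Fig. 4A shows miR-92a-1 and miR-92a-2 with 5p names, whereas their mature reads lie on the 3p arm (UAUUGCACUUGUCCCGGCCUG), the arm that Table S4 names.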

Other observations

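The replicates differed by more than sampling noise, with 177 of 431 entries past the adjusted threshold of the exact binomial test, and 175 of 426 without the 5 entries whose mature arm differs between the replicates. That test allows for read-counting error only, so any other variation between the samples adds to the number. Of 3 relations tested, that with GC content of the mature sequence held, GC content being related to the log2 ratio of replicate 2 over replicate 1 across 242 sequences, with a Spearman rho of 0.373 (permutation p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 3e-05) and a Pearson coefficient of 0.296 (permutation p = 6e-05). Among the 83 sequences lowest in GC content the median log2 ratio was -0.009 and 47.0% were higher in replicate 2, and among the 82 highest in GC content it was 0.159 and 76.8% were higher. Length (rho -0.035, permutation p = 0.586, adjusted p = 0.879) and abundance (rho -0.003, permutation p = 0.965, adjusted p = 0.965) were not related to it. These predictions were written before their tests, but after Table S4 had been read. A different mix of cell types in the dissected hearts predicts that all markers of a source shift together, and 3 of 5 sources did. This count cannot decide, since 2 markers of a source can share a direction by chance. The shared directions rest partly on miR-145a-5p (log2 ratio -0.0025, adjusted p = 0.91, exact binomial test) and miR-451a (0.029, adjusted p = 0.95, same test). The prediction was also written after the values had been seen, and a different mix of cell types remains open. A GC effect of library preparation may contribute, and miRNAs are not independent replicates. Each replicate is a single library, so batch and replicate cannot be told apart, and no biological explanation was tested. Of the 305 entries with at least 100 mature reads in both replicates, 3 had an absolute log2 ratio above 1 and 1 above 2, within a range from -2.78 to 1.02.

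Entries with the same mature sequence held nearly the same mature read count in 53 of 66 groups (80.3%, within 1%). The groups of miR-125b and miR-365, outside the 53, include an entry whose mature arm differs between the replicates. Their replicate 1 counts are therefore of different sequences. With the arm held the same, the miR-365 entries had equal counts, 71 in replicate 1 and 82 in replicate 2. Those of miR-125b still differed, with 1919 and 1975 in replicate 1. Reads that map to several precursors and are counted at each of them is a candidate explanation. The prediction asked for nearly all groups and was written after the counts had been seen, so the test cannot decide it for all groups. Some groups at separate loci had equal counts at both entries, such as miR-133a-3p (60757 in replicate 1, 57080 in replicate 2) and miR-181a-5p (1361 and 1269). For these, equal counts argue against separate reads at each entry. In 30 of the groups the entries overlap at 1 locus. Both miR-381-3p entries, for example, hold the mature sequence at bases 110965080 to 110965100, each with 87372 mature reads in replicate 1 and 76801 in replicate 2. Equal counts at the same bases argue against separate reads at these 2 entries. The miR-486 entries, also at 1 locus, differed, with 5456 and 5264 mature reads in replicate 1. In other groups the counts differed, as in miR-92a-1-3p and miR-92a-2-3p with 100633 and 79713 mature reads in replicate 1. No biological explanation was tested.

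Of the 620 entries, 149 were listed in only 1 replicate, 97 in replicate 1 and 52 in replicate 2, with a median of 6 mature reads. Among cardiac marker miRNAs, miR-208a-3p was listed only in replicate 1, with 860. Sampling at this depth does not account for all of them, since 45 of the 149 had a Poisson chance under 1e-06 of giving no read in the other replicate, a prediction written after the counts had been seen. Reads shared with a near-identical miRNA listed in the other replicate may account for some. Of the 18 with at least 100 reads, 10 had a mature sequence within 2 edits of such a miRNA, barely more than the rest of the 18. That prediction was written before its test. Of the 149 entries, 100 had a miRDeep2 score below 0. Whether miRDeep2, run on each replicate separately, passed over precursors in 1 of them could not be tested from the tables, and no biological explanation was tested.

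With each precursor entry counted, the chromosome 12 cluster that holds miR-541 ranked 3 among genomic runs of precursors by share of mature reads. It held 8.64% ± 0.36 (SD, n = 2), a sum that includes an entry of 0.386% listed only in replicate 1. The runs at ranks 1 and 2 both hold miR-1a and miR-133a-3p. The rank depends on this way of counting. With each mature sequence counted once, the cluster held 8.08%, and miR-1a (14.0%), miR-143-3p (9.25%) and miR-148a-3p (8.13%) each held more. A few entries take most of the reads, with 56.7% of the cluster held by its 3 highest mature sequences, miR-381-3p and miR-541-5p among them. The prediction was written after the shares had been seen, and no biological explanation was tested.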
